# Automated minute scale RNA-seq of pluripotent stem cell differentiation reveals early divergence of human and mouse gene expression kinetics

**DOI:** 10.1371/journal.pcbi.1007543

**Published:** 2019-12-09

**Authors:** Christopher Barry, Matthew T. Schmitz, Cara Argus, Jennifer M. Bolin, Mitchell D. Probasco, Ning Leng, Bret M. Duffin, John Steill, Scott Swanson, Brian E. McIntosh, Ron Stewart, Christina Kendziorski, James A. Thomson, Rhonda Bacher

## Abstract

Pluripotent stem cells retain the developmental timing of their species of origin *in vitro*, an observation that suggests the existence of a cell-intrinsic developmental clock, yet the nature and machinery of the clock remain a mystery. We hypothesize that one possible component may lie in species-specific differences in the kinetics of transcriptional responses to differentiation signals. Using a liquid-handling robot, mouse and human pluripotent stem cells were exposed to identical neural differentiation conditions and sampled for RNA-sequencing at high frequency, every 4 or 10 minutes, for the first 10 hours of differentiation to test for differences in transcriptomic response rates. The majority of initial transcriptional responses occurred within a rapid window in the first minutes of differentiation for both human and mouse stem cells. Despite similarly early onsets of gene expression changes, we observed shortened and condensed gene expression patterns in mouse pluripotent stem cells compared to protracted trends in human pluripotent stem cells. Moreover, the speed at which individual genes were upregulated, as measured by the slopes of gene expression changes over time, was significantly faster in mouse compared to human cells. These results suggest that downstream transcriptomic response kinetics to signaling cues are faster in mouse versus human cells, and may offer a partial account for the vast differences in developmental rates across species.

## Author summary

For regenerative medicine, a slow developmental clock operating in human pluripotent stem cells imposes severe obstacles to many pluripotent stem cell therapies. Producing the desired cell types with the necessary level of physiological maturity in clinically-relevant time frames will be essential if the therapy is aimed at being patient-specific. Thus, understanding what controls species-specific rates of differentiation and identifying ways to accelerate it would have a broad impact on improving the therapeutic value of human pluripotent stem cells. In this paper, we measured the immediate-early gene expression responses to neural differentiation signals in mouse and human pluripotent stem cells. We quantitatively summarized the gene expression patterns using a flexible model that allowed us to identify shared trends and dynamic changes across species. We found that responses occurred equally early across species, but expression patterns were prolonged in human cells and the rate of upregulation in gene expression was significantly faster in mouse cells. Our results represent a significant contribution in furthering the knowledge of early developmental transcriptional programs.

## Introduction

Pluripotent stem cells, due to their properties of self-renewal and potency, provide a unique model for studying early development and are of particular interest for their exciting potential in regenerative therapies [1]. In order to understand the behavior and timing of pluripotent stem cell differentiation, both human and mouse models have been studied and compared. Although it is widely accepted that mouse pluripotent stem cells differentiate more quickly than human cells [2–6], the underlying causes for species-specific differences in developmental rates are still unknown.

Indeed, human and mouse development occur on vastly different time scales. Humans develop over an approximately nine-month gestation, whereas mice require approximately three weeks. Between animals of different sizes, the interval between conserved developmental milestones scales with body size, allowing additional growth between key transitions [7,8]. For example, the time required to progress from neural plate formation to neural tube closure is stretched in the human compared to the mouse embryo. The neural plate forms at embryonic day 7.5 in the mouse and requires only 2 additional days to fully close the neural tube in the embryo, growing roughly 2.6 mm in that short time [9]. In contrast, the neural plate in human embryos begins to form around embryonic day 18 and requires 10 days for neural tube closure, wherein the embryo grows roughly 2.8 mm [10]. Within each species, growth and differentiation rates are tightly coordinated during embryonic growth. Remarkably, it has also been shown that pluripotent cells closely maintain their species-specific developmental rates *ex utero*, even in the absence of an intact embryo or the maternal environment [2–5,11–14]. Together, this suggests the existence of a species-specific cell-intrinsic clock contributing to developmental timing, although the mechanisms orchestrating developmental timing across vast differences in body size remain largely unknown [14,15].

During embryonic development and *in vitro* stem cell differentiation alike, signaling factors bind receptors on the plasma membrane to initiate complex signal transduction cascades that ultimately result in the regulation of genes that drive lineage commitment programs [16,17]. We therefore hypothesized that the rate at which extracellular signaling factors induce changes in gene expression is different across species. Any observed differences in expression could be affected by two possible models: (1) the time required for extracellular signaling to reach the nucleus could be different across species, or (2) the transcriptional response kinetics in the nucleus could operate at different speeds across species.

To explore this question, here we used a custom automated liquid-handling cell culture robotic system to collect RNA-sequencing (RNA-seq) data at a scale of minutes during the initiation of neural differentiation of human and mouse pluripotent stem cells. We report surprisingly early, rapid, and dynamic gene expression patterns in both human and mouse stem cells within minutes of differentiation, identifying biological processes that would otherwise be concealed in daily or even hourly time courses. We find evidence that innate species-specific differences in transcriptional response rates to differentiation factors may therefore explain, at least in part, the differences in developmental rates observed across species.

## Results

We set out to directly compare initial response rates of mouse and human pluripotent stem cell differentiation by exposing them to identical neural differentiation conditions and monitoring changes in gene expression at high temporal frequency. Human embryonic stem (hES) cells and mouse epiblast stem (mEpiS) cells are widely considered to represent primed (post-implantation) stages of embryonic development [18–21] and were therefore used as comparable developmental starting points. Prior to differentiation, hES cells or mEpiS cells were seeded in multi-well robot culture plates under pluripotent growth conditions. All cell seeding, media changes, washes, and lyses were performed by a TECAN Freedom Evo200 liquid handling robot in a controlled environmental enclosure. At the onset of differentiation (time 0), the media was replaced with neural induction media pre-warmed to 37°C. Mouse cells were lysed every 4 minutes (+/- 2 seconds), the highest sampling frequency of our robotic system given the number of plates, for the first 600 minutes of neural induction, and human cells were lysed at 10-minute (+/- 2 seconds) intervals in order to maximize the efficiency for sample numbers and sequencing costs while still achieving the sampling frequency necessary to capture the 2:5 ratio of differentiation speeds observed *in utero* and *in vitro* [14] (Fig 1A). This collection resulted in a total of 145 RNA-seq time-points for mouse and 61 time-points for human after quality control (Methods).

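Mouse epiblast stem cells, which resemble the epiblast of the embryo after implantation, had been grown on mouse embryonic fibroblasts with activin A and bFGF, and the fibroblasts were removed with magnetic feeder-removal beads before seeding. Human H1 cells, an embryonic stem cell line, had been grown without feeder cells in E8 medium. At 0 min both received the same neural induction medium, which contains Noggin, an inhibitor of BMP signalling. By its label the human library of 0 min was taken in E8 before this change. Each time point was 1 well lysed at 1 minute, so no time point had a replicate. The mouse course held 145 libraries from 0 to 600 min at steps of 4 min, without those of 60, 132, 452, 464, 492 and 512 min, and the human course held 61 at steps of 10 min. The authors aligned the reads to mouse (mm10) or human (hg19) gene models, deposited expected counts per gene and left out mitochondrial genes. Each human library was sequenced in 2 runs, which were summed here, except that of 450 min, which was listed without a run. Total counts ranged from 1382487 to 19889019 per mouse library (median 7418590) and from 2759318 to 30122787 per human library (median 13570011). The mouse libraries of 4 and 156 min and the human library of 450 min held under 25% of their course's median. Counts were divided by a median-ratio size factor, and genes with a mean normalized count of at least 10 were fitted, 11142 in mouse and 12757 in human cells. Each gene was fitted over time with straight segments joined at 0 to 5 breakpoints, with at least 5 mouse or 3 human time points per segment, and the number of breakpoints with the lowest Bayesian information criterion was taken. A gene was called dynamic when its adjusted R2 was over 0.2, and a segment was called up or down when its p was under 0.2. Separately, libraries were grouped by hour of sampling, 13 to 15 libraries per hour in mouse and 6 or 7 in human, and hour 3 (over 120 to 180 min) and hour 10 (over 540 to 600 min) were each tested against hour 1 (0 to 60 min) with the quasi-likelihood test of edgeR at an adjusted p under 0.05. The p-values measure only the spread between libraries of 1 course per species. Gene groups come from 22 lists written before the data were examined and after the paper and its tables had been read.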

**Fig 1:**
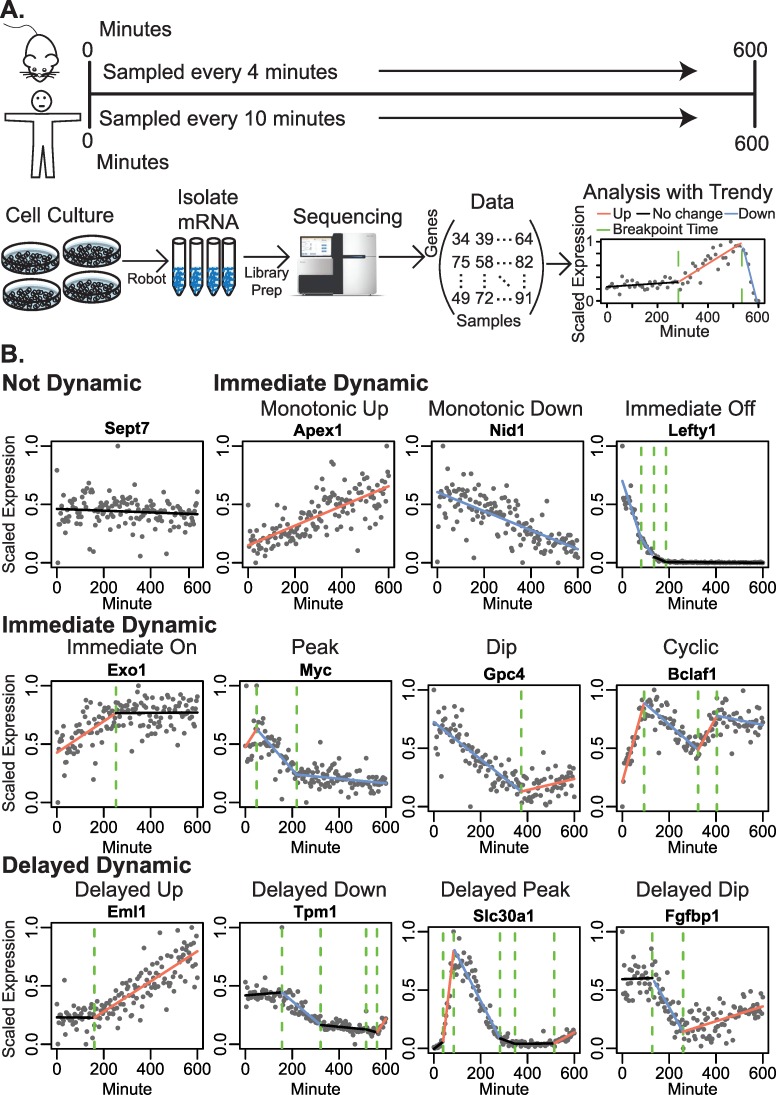
Experiment overview and expression patterns. A) Mouse and human pluripotent stems cells were exposed to neural differentiation factors to initiate differentiation and then sampled for RNA-sequencing every 4 or 10 minutes for the first 600 minutes. Expression trends along the time course for each gene were fit using a breakpoint model. B) Expression trends are shown for representative genes having patterns classified as not dynamic, immediate dynamic, or delayed dynamic. Immediate dynamic genes had an immediate up- or downregulation segment, whereas delayed dynamic genes had a flat initial segment. Trends were further characterized as having a peak, dip, or as cyclic (multiple peak/dip) (Methods).

Dynamic gene expression patterns over the time course in the mouse and human datasets were identified by fitting a set of segmented regression models to the expression of each gene using the R package Trendy [22] (Fig 1A). A segmented regression model represents each gene’s expression as a linear piece-wise function over time, with each segment composed of consecutive time-points. Adjoining connecting segments are breakpoints that identify discrete points of change in expression (Fig 1A). For each gene, we estimated the number and location of breakpoints, allowing a maximum of five possible breakpoints or changes in expression across the entire time course and only retaining the best fit model (Methods). The large number of time-points generated from high frequency sampling enables the detection of many possible expression patterns. The segmented model is therefore flexible and not restricted to pre-defined expression trends (Section 1 in S1 Text). The best fit model reports parameters on the time of breakpoints and the direction and slope of each segment. We refer here to genes according to the defined patterns shown in Fig 1B. For example, genes that displayed a single peak profile were those having an up segment followed by a down segment. All genes which had an initial up- or down- trend are referred to as immediate dynamic genes, while those with an initially flat trend are referred to as delayed dynamic genes (Fig 1B and Methods). An overview of the number of genes for each pattern is given in S1 Table.

### Changes in gene expression patterns occur earlier in mouse versus human pluripotent stem cells despite similarly early onset of responses

To determine if patterns in gene expression changed at different rates across species, we first examined gene orthologs with dynamic trends in both human and mouse cells. We used the adjusted coefficient of determination statistic (R^2^) as a goodness of fit measure for the segmented regression model to eliminate genes not having a dynamic trend or those with noisy expression. There were 1436 genes having an adjusted R^2^ > 0.2 on their fitted gene expression trends in both human and mouse time courses (S2 Table and Section 2 in S1 Text; S3 Table). 

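In mouse cells, targets of Nodal, the signal that keeps epiblast stem cells pluripotent, fell over the 600 min, and more early neural genes rose than fell. Of 16 measured Nodal targets, 13 were lower in hour 10 than in hour 1 and 3 did not pass (13 when adjusted over the list alone). Lefty1, a secreted inhibitor of Nodal that is itself a Nodal target, lies on chromosome 1 of mm10 from 180935022 to 180938400. Its normalized count was 1603 ± 433 (SD, n = 15 libraries) in hour 1, 120.1 ± 91.5 (n = 14) in hour 3 and 5.8 ± 6.8 (n = 15) in hour 10, a log2 fold change at hour 10 of -8.11 (standard error 0.45, adjusted p = 6.67e-35 from edgeR). Tdgf1, a coreceptor of Nodal (chromosome 9, 110939603 to 110946158), had a log2 fold change of -5.64 (standard error 0.15, adjusted p = 1.09e-73). Smad7, a feedback inhibitor of the pathway, had one of -5.34, and Nanog, a pluripotency factor, one of -2.04. Of 24 early neural genes, 13 rose and 5 fell (13 and 5 when adjusted over the list alone). Ntrk2, the receptor of BDNF (chromosome 13, 58806569 to 59133970), had a log2 fold change of 5.78 (standard error 0.38, adjusted p = 4.50e-30), Ptn, a secreted growth factor of the neural plate, one of 3.13, and Meis2, a homeodomain transcription factor, one of 2.85. Olig3, a transcription factor of the dorsal spinal cord, had one of 4.89. Genes of the G1/S transition rose in 19 of 20 cases (20 when adjusted over the list alone), with Ccne2, a cyclin of that transition, at 1.35 and Mcm5, a part of the replicative helicase, at 0.82. Of 17 fibroblast genes, 9 fell and 3 rose (10 and 3 when adjusted over the list alone), and Col5a1, a fibrillar collagen, fell by 1.62 on the log2 scale. In all, 2295 genes rose and 2246 fell of 12492 tested (2134 and 2647 with DESeq2). Of the 15 libraries of hour 10, the 6 from 580 to 600 min carry the label replicate 2, and without them 1724 genes rose and 1730.0 fell. By segmented regression 3872 mouse genes were dynamic, 5049 human genes were, and 1569 pairs with the same symbol were dynamic in both. At an adjusted R2 over 0.4 the counts were 1345, 2045 and 298.

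**Figure D1:**
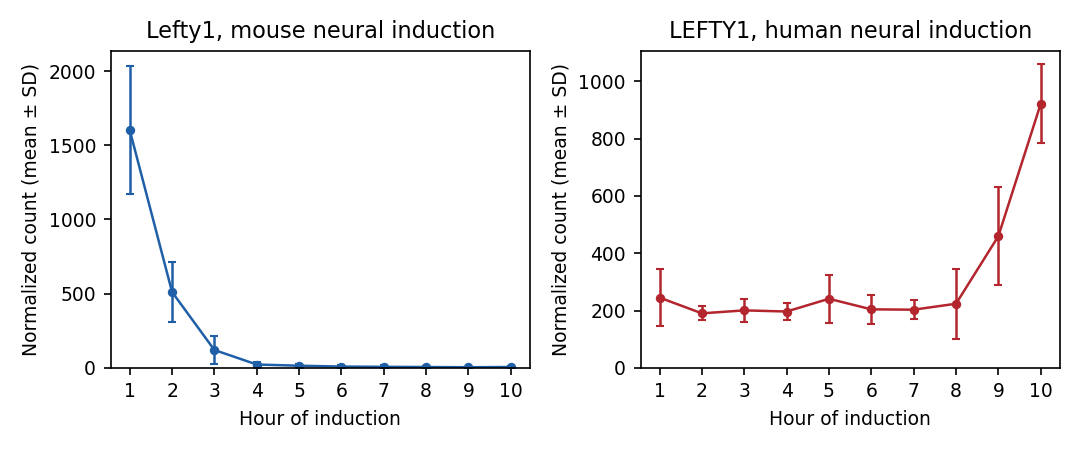
Normalized counts of Lefty1 in mouse cells and LEFTY1 in human cells by hour of induction, mean ± SD over the libraries of the hour, each course normalized by itself. In mouse cells the counts fall from 1603 in hour 1 to 5.8 in hour 10, and in human cells they rise in the last hours.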

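In human cells the genes of sterol and fatty acid synthesis and the metallothioneins fell by hour 10, and ribosomal protein genes and the LEFTY genes rose. Of 24 genes of cholesterol synthesis, 19 fell and 1 rose (19 and 2 when adjusted over the list alone). HMGCS1, an early enzyme of the pathway (hg19 chromosome 5, 43287572 to 43313614), had normalized counts of 34945 ± 10796 (SD, n = 7 libraries) in hour 1 and 9841 ± 556 (n = 6) in hour 10, a log2 fold change of -1.80 (standard error 0.14, adjusted p = 6.29e-16 from edgeR). ACSS2, which makes acetyl-CoA from acetate, had a log2 fold change of -2.72 (standard error 0.28, adjusted p = 2.23e-11), and FASN, the fatty acid synthase, one of -1.11, among 9 of 12 fatty acid genes that fell (9 when adjusted over the list alone). Of 7 genes of the metal response 4 fell and 3 did not pass (5 fell when adjusted over the list alone). MT1G, a metal-binding metallothionein whose reads may be shared with its paralogs, had a log2 fold change of -3.47 (standard error 0.58, adjusted p = 2.90e-06). LEFTY1 (chromosome 1, 226073982 to 226099082) had one of 1.92 (standard error 0.26, adjusted p = 2.86e-08) at 245.2 ± 98.3 (n = 7) in hour 1 and 922 ± 138 (n = 6) in hour 10. Of 13 Nodal targets 3 rose, LEFTY1, LEFTY2 and NODAL, 1 fell, SKIL, a corepressor of SMAD proteins, and 9 did not pass (3 rose and 2 fell when adjusted over the list alone). Of 75 ribosomal protein genes, 48 rose and 27 did not pass (48 rose and 1 fell when adjusted over the list alone), with RPS9 at a log2 fold change of 1.17 (standard error 0.10, adjusted p = 9.34e-15). With limma on TPM, 34 of them rose and 3 fell. In a test chosen after the result was seen, their median log2 fold change was 0.45, and 0.17 (99% bootstrap interval 0.07 to 0.26) less that of other genes of like transcript length and GC content. Of 18 early neural genes, 6 fell, ZIC2 by 0.88 and SOX3 by 0.55 on the log2 scale, and 1 rose, HESX1, at 1.05 (6 and 1 when adjusted over the list alone). Of 16 targets of FGF-ERK signalling, 8 fell and 8 did not pass (8 when adjusted over the list alone). In all, 1873 genes rose and 1920 fell of 13947 tested. With limma on TPM, 923 rose and 3201 fell, with a median log2 fold change over all genes of -0.20, so the changes are relative to a scale that the data do not fix. The changes of the species differed for 2910 of 12582 orthologs, 1715 higher and 1195 lower in mouse than in human (1422 and 1655 with DESeq2, 2033 and 844 with limma on TPM), LEFTY1 by -9.97 (standard error 0.66, adjusted p = 1.78e-31). One course and cell line stand for each species. The human library of 0 min is labelled E8 before neural induction, while the other 6 of hour 1 were in induction medium. It lay apart, at 11902 for HMGCS1 against 31279 to 42486 in the others, and at 4.2 against 84.5 to 120.5 for MT1G. For LEFTY1 it held 449 against 178.3 to 293. Without it their log2 fold changes were -1.95, -3.68 and 2.15. Against it alone, hour 10 was little lower for HMGCS1 (9841) and higher for MT1G (7.2). LEFTY1 was still higher in hour 10 (922), but LEFTY2 little so, at 205.6 at 0 min and 223.1 in hour 10. The falls of HMGCS1 and MT1G and the rise of LEFTY2 are thus relative to libraries after 0 min. In hours 2 to 7 the means were 29147 to 36539 for HMGCS1, 60.9 to 82.1 for MT1G and 55.3 to 95.5 for LEFTY2.

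**Figure D2:**
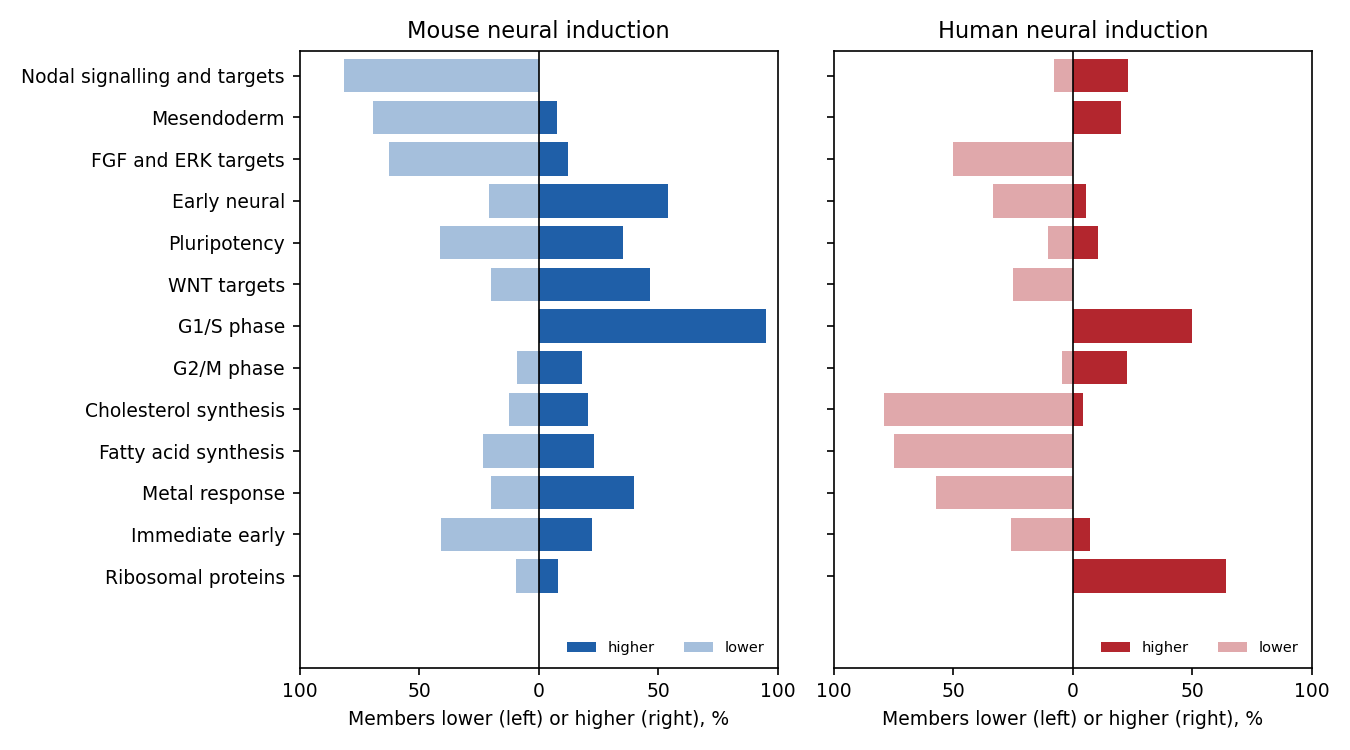
Percent of the members of 13 gene lists that were lower (left) or higher (right) at hour 10 than at hour 1 by edgeR, in mouse and human neural induction. The Nodal targets lie to the left in mouse cells, and the genes of cholesterol synthesis lie to the left in human cells.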

Consistent with capturing events related to early development, many of these orthologs were identified as binding targets for transcription factors related to differentiation including *SP1*, *SMAD4*, and *SOX2* as well as cell cycle-related genes *TP53* and *E2F1* (S4 Table).

We compared the percentage of orthologous genes having an immediate dynamic expression trend to assess whether there were species-specific differences in the time of initial up- or downregulation in response to differentiation cues. Any initial increase or decrease in expression that occurred within the first 20 minutes in mouse cells or 30 minutes in human cells was considered as being ‘immediately’ dynamic (Methods and Sections 3 & 4 in S1 Text). Surprisingly, the vast majority of orthologs that displayed dynamic expression trends for both mouse and human genes did so immediately (Fig 2A). 91% of dynamic orthologs were immediately up- or downregulated upon initiation of human cell differentiation and had the initial up or down trend last for at least 30 minutes, and 94% were similarly immediately regulated in mouse cells for at least 20 minutes. 

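Smad7 was called up from the start in mouse cells until 32.0 min and down afterwards, while SMAD7 was called down from the start in human cells until 450.1 min. Both breakpoints lie at libraries of high scatter, those of 32 min in mouse and 450 min in human. NODAL, the ligand that keeps both kinds of cells pluripotent, was called up throughout in human cells. Eml1, a microtubule-binding protein, was called flat until 160.0 min in mouse cells, and EML1 was called flat until 480.0 min in human cells. Of the dynamic orthologs, 1462 (93.2%) had a first segment called up or down in mouse cells and 1391 (88.7%) in human cells. The difference, human minus mouse, was -4.53 percentage points, with a 99% interval over genes of -7.16 to -1.89. The interval does not use the pairing of the orthologs. The first called direction was the same in both species for 695 orthologs and opposite for 869. Genes of 1 course are not independent replicates, and 2 mouse libraries decide the sign. Without the mouse libraries of 0 and 4 min the difference was 4.60 points (1.63 to 7.58), without all libraries of high scatter 3.51, and without the libraries of 0 min of both species 0.30 (-2.56 to 3.17). Without the human libraries of 450 and 530 min it was -2.08 (-4.56 to 0.40).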

Despite no difference between species initial onset of gene expression changes, we did observe differences in the lengths of those up- and downregulated segments. 

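Apex1, a DNA repair endonuclease, was called up over all 600 min in mouse cells, and APEX1 was in human cells. POU5F1, a pluripotency factor also called OCT4, was called up throughout in human cells, as was Pou5f1 in mouse cells. Nid1, a protein of the basement membrane, was called down throughout in mouse cells, as was NID1 in human cells, which was flat after 290.0 min without the library of 450 min. SMAD4, the shared partner of the SMAD proteins, was called down throughout in human cells but Smad4 was not dynamic in mouse cells. In all, 672 dynamic orthologs kept 1 direction in human cells and 379 in mouse cells, a ratio of 1.77 with a 99% interval over genes of 1.55 to 2.03. With every 3rd mouse library, starting from the 1st, the ratio was 0.99.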

There were 2.3 times as many orthologs that continued trending up or down in expression undisturbed (monotonic expression) in human (735 orthologs) compared to mouse cells (326 orthologs) (Fig 2B). For non-monotonic genes, we next examined how long the initial trend lasted. The first breakpoint estimated by the segmented regression model represents the time of the expression change following the initial response. Orthologs had an overwhelmingly earlier first breakpoint time in mouse compared to human cells (Fig 2C–2E). The median shift in mouse breakpoints was 177 minutes earlier than for human genes (99% confidence interval [CI] 157 to 196 minutes) with 80.3% of first breakpoints occurring within the first 250 minutes of mouse differentiation compared to only 23.1% of human ortholog breakpoints.

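Lefty1 had its first breakpoint at 96.1 min in mouse cells (36.0 min without the libraries of 0 and 4 min), and LEFTY1 had its at 465.0 min in human cells. Insig1, a brake on sterol synthesis, had its first at 108.0 min and INSIG1 at 476.1 min. Tia1, an RNA-binding protein, had the opposite order, with its first breakpoint at 208.0 min (161.0 min without the mouse libraries of 0 and 4 min) and that of TIA1 at 190.0 min. Adm, the peptide adrenomedullin, had its first at 324.0 min and ADM at 21.0 min (284.0 min without the library of 0 min). In 663 of the 800 orthologs with a breakpoint in both species, the first came earlier in mouse cells. The shift, human minus mouse, was 206 min with a 99% interval over genes of 188.0 to 224 min. The median first breakpoint was 136 min over 1287 mouse orthologs and 380 min over 951 human orthologs. Of these, 83.1% in mouse and 22.1% in human cells came before 250 min. Without all libraries of high scatter the shift was 135 min (119.8 to 150.8).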

**Fig 2:**
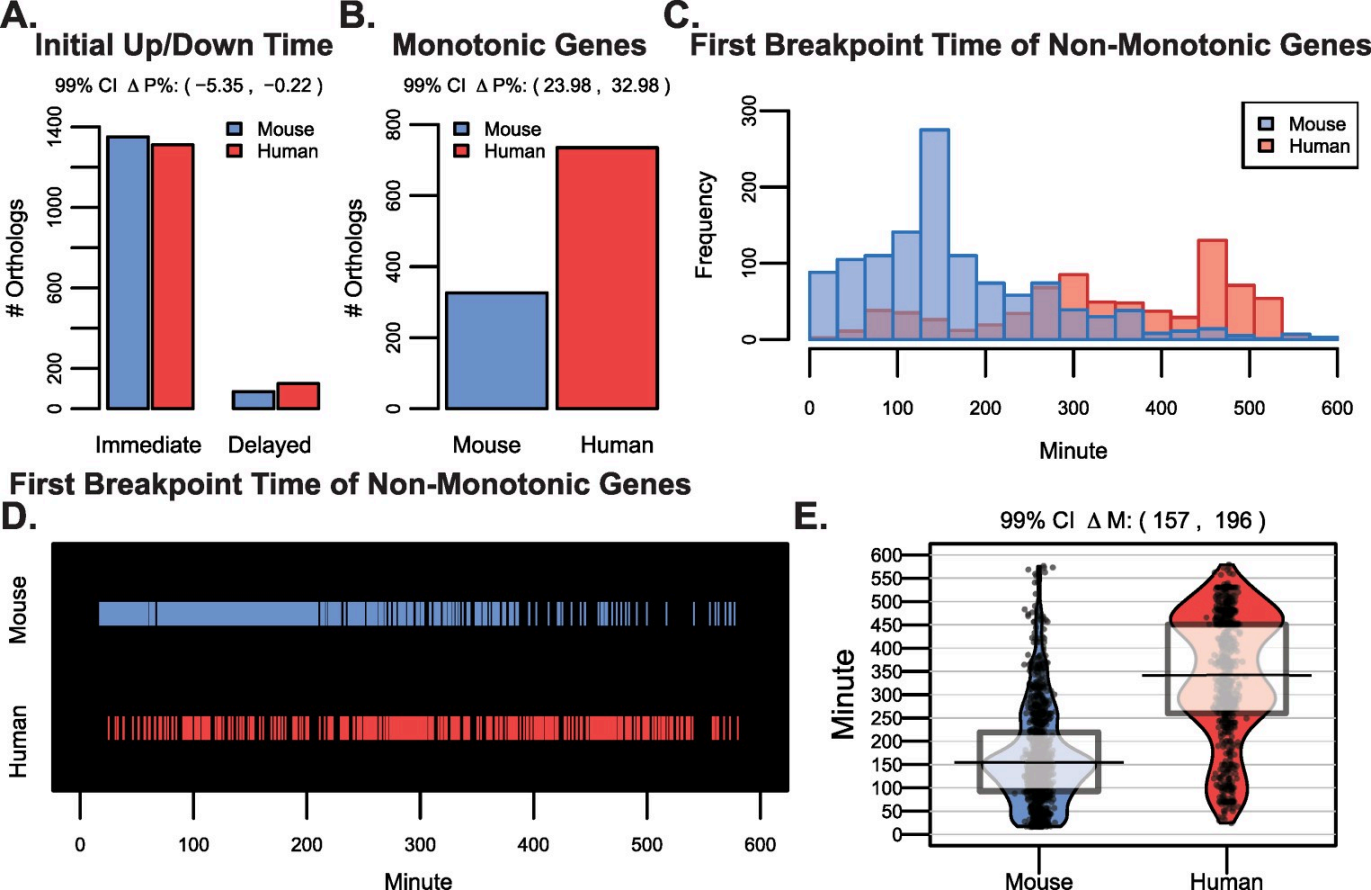
Initial human and mouse ortholog expression trends begin at similar times yet last for longer in human. A) The number of genes having an up or down trend occurring immediately versus those displaying a delayed trend is shown. The two mouse/human bars represent genes having either immediate or delayed dynamics. The 99% confidence interval for the difference in the percent (ΔP%) of orthologs having an immediate up/down trend was -5.35% to -0.22%. B) The number of orthologs that had monotonic expression patterns (i.e. no breakpoints) along the time courses. The 99% confidence interval for the difference in the percent (ΔP%) of monotonic orthologs in human versus mouse was 23.98% to 32.98%. C) For non-monotonic genes (i.e. those having at least one breakpoint), histograms of the first breakpoint time are shown for mouse and human genes. D) Similar to C), the time of the first breakpoint is highlighted in either blue or red for mouse and human orthologs. E) The first breakpoint times for mouse and human orthologs are represented as smoothed densities (bean plots) with overlaid raw data, the median, and a box representing the interquartile range. The 99% confidence interval on the paired Wilcoxon rank sum statistic for shift in distribution (ΔM) was 157 to 196 minutes.

The results above held when we expanded the analysis to *all* genes in *either* species with an adjusted R^2^ > 0.2, broadening the scope to 3721 dynamic mouse genes and 4332 dynamic human genes identified by segmented regression analysis. 

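Among mouse genes, Egr1, an immediate-early transcription factor, was called up until 32.0 min, down until 49.3 min and down at another slope until 169.6 min. The mouse library of 32 min was one of high scatter. Cyr61, a matrix protein, was called down until 50.1 min and then down at another slope. Pmepa1, a Nodal target, was called down until 18.6 min and up until 44.7 min, but up until 48.4 min from the start without the libraries of 0 and 4 min. In human cells ACSS2 was called up until 20.0 min, the first time point at which the fit allows a breakpoint, and down afterwards, and without the library of 0 min it was called down from the start with a breakpoint at 340.0 min. In all, 824 breakpoints of 802 mouse genes and 90 breakpoints of 81 human genes lay before 60 min, and 257 mouse breakpoints lay before 20 min. Without the mouse libraries of 0 and 4 min, 348 mouse breakpoints of 324 genes lay before 60 min, and without all libraries of high scatter 423 of 401 genes did. Without the libraries of 0 min these were 462 of 447 mouse genes, and 37 human genes had one.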

Within the first 60 minutes, there were 504 breakpoints or changes in gene expression among 497 genes in mouse cells, meaning a handful of genes had multiple changes in expression in this time, while only 29 genes had a breakpoint before the first hour in human cells (Fig 3A). 

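Trib3, a stress-induced pseudokinase, was called up until 84.0 min in mouse cells and down afterwards. Nkd1, an inhibitor that WNT signalling induces, was called flat until 76.8 min (50.0 min without the libraries of low total) and up until 156.2 min. The mouse library of 156 min was one of low total and high scatter. Cdx2, a posterior homeodomain factor, was called up until 140.0 min. In human cells UHRF1, which maintains DNA methylation, was called down until 188.6 min and up afterwards. Mouse cells had 1225 breakpoints before 100 min and 3443 before 250 min, and human cells had 213 and 569. Before 100 min there were 773 in mouse cells without the libraries of 0 and 4 min, 389 in human cells without the library of 0 min and 328 in human cells without those of 450 and 530 min.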

At 100 minutes post-differentiation, there were 892 total breakpoints in mouse cells, yet only 138 in human cells, and after the first 250 minutes, there were 2919 breakpoints in mouse cells and 457 breakpoints in human cells (Fig 3A). Overall, the median breakpoint time was significantly earlier in mouse compared to human genes (Fig 3B; 99% CI on ΔM 154 to 172 minutes). 

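The breakpoints of both courses gathered at a few minutes. In mouse cells the fullest bin was that of 150 to 160 min, with 481 breakpoints or 5.36 times the mean bin, among them those of Mcm5 and of Uhrf1 at 156.0 min. In human cells it was that of 450 to 460 min, with 822 breakpoints or 10.0 times the mean bin, among them those of UHRF1 at 450.0 min and CCNE2 at 450.1 min. Without the libraries of low total, those of 4 and 156 min in mouse and 450 min in human, these bins held 157 and 74. The breakpoint of Mcm5 then lay at 320.0 min, the minute of a mouse library of high scatter. Over all dynamic genes the shift of human against mouse breakpoints was 214 min with a 99% interval of 208 to 222 min, over 4931 human and 5388 mouse breakpoints. Without all libraries of high scatter, 10 in mouse and 3 in human, it was 103.3 min.

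**Figure D3:**
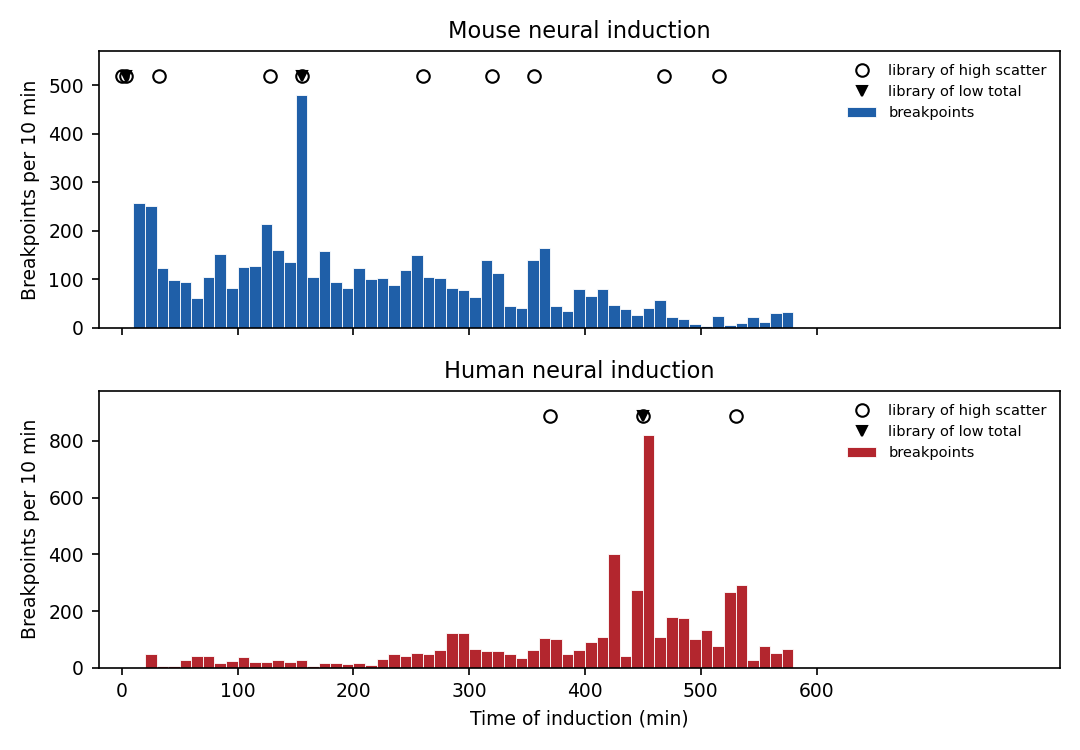
Number of breakpoints per bin of 10 min in mouse (top) and human (bottom) neural induction, all dynamic genes. Markers above the bars show libraries of high scatter or low total. The tallest bars, 481 in mouse and 822 in human cells, lie at such libraries.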

For both species, over 90% of all dynamic genes were up- or downregulated immediately within 20 minutes of post-differentiation for mouse and 30 minutes for human (Fig 3C). 

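Mt1, a metallothionein, was called up from the start in mouse cells until 228.0 min, and Nefh, a neurofilament protein, was called flat until 106.6 min. In human cells MT1G was called flat until 370.0 min, the minute of a library of high scatter. LDHA, an enzyme of glycolysis, was called up from the start. HMGCS1 was called flat until 327.4 min and down afterwards, and without the library of 0 min it was called down from the start. In all, 3609 mouse genes (93.2%) and 4322 human genes (85.6%) had a first segment called up or down. The difference, human minus mouse, was -7.61 percentage points with a 99% interval over genes of -9.25 to -5.96. It was 0.94 points (-0.98 to 2.85) without the mouse libraries of 0 and 4 min, 2.43 without all libraries of high scatter, in the interval -3.33 to -0.43 without the human libraries of 450 and 530 min and -1.11 (-2.88 to 0.67) without the libraries of 0 min.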

When considering all dynamic genes, again human cells had 2.5 times more monotonic gene expression compared to mouse cells (2289 in human versus 916 in mouse) (Fig 3D).

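In human cells PGK1 and LDHA, enzymes of glycolysis, were called up throughout, and VIM, an intermediate filament protein, was called down throughout but flat after 500.0 min without the library of 450 min. In mouse cells Ccne2 was called up throughout. Such genes numbered 2163 in human and 959 in mouse cells. The share of dynamic genes was 18.1 percentage points higher in human cells, with a 99% interval over genes of 15.5 to 20.6. On the log2 scale it was 6.30 points higher (3.81 to 8.79), at an adjusted R2 over 0.4 it was 11.7 points higher, and with every 3rd mouse library, starting from the 1st, 2.72 points higher (-0.17 to 5.61).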

**Fig 3:**
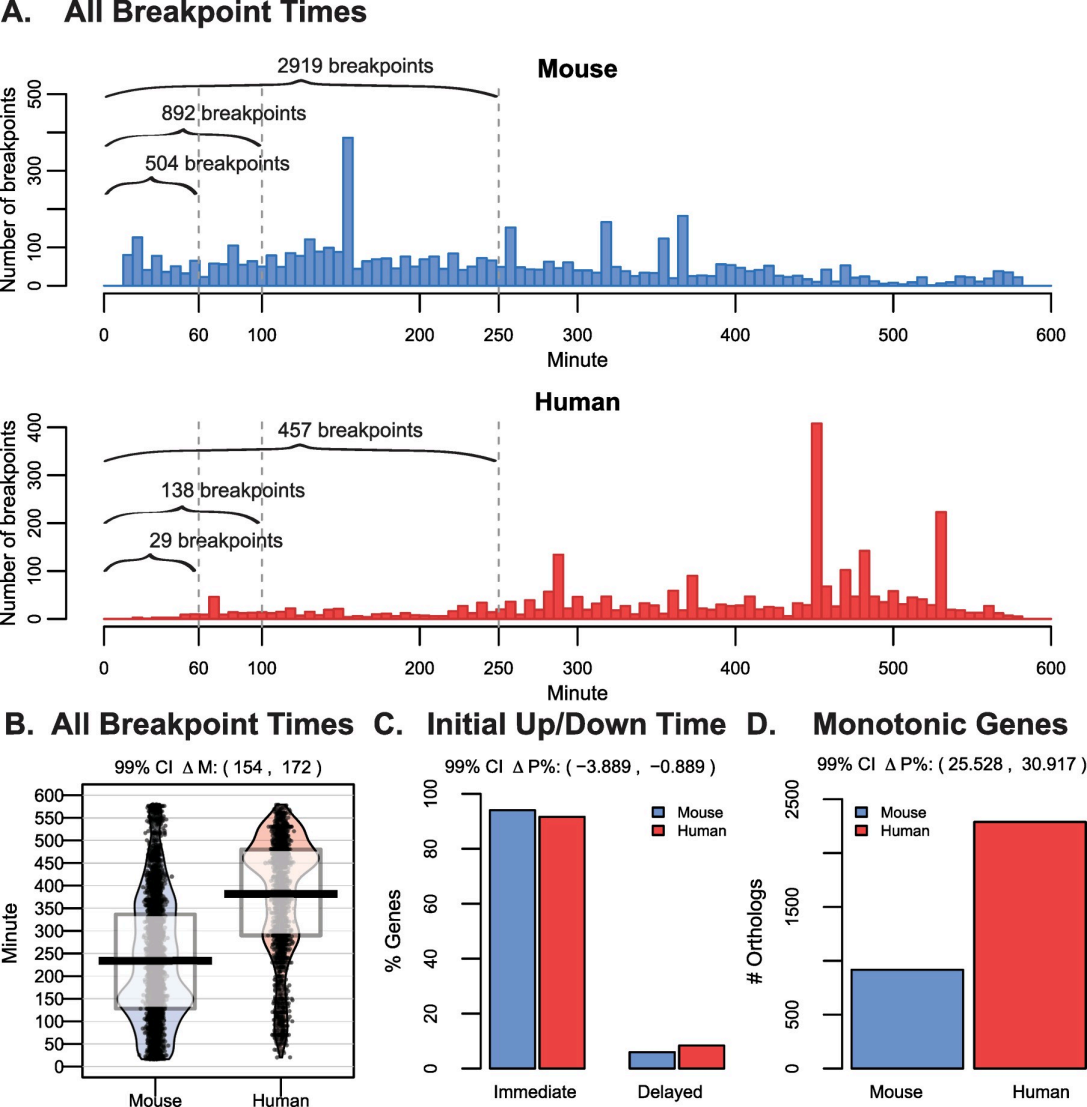
Dynamic genes in either mouse or human experiments also display earlier breakpoints in mouse compared to human cells. (A) The distribution of all breakpoint times among 3721 dynamic genes in Mouse and 4332 dynamic genes in Human. The values indicate the number of breakpoints occurring prior to 60 minutes, 100 minutes, and 250 minutes. Some genes may have multiple breakpoints in each time-frame. B) Smoothed density plot as previously described are shown for all breakpoint times among mouse and human dynamic genes. The 99% confidence interval for the Wilcoxon rank sum statistic shift in distribution (ΔM) for breakpoint times in human versus mouse was 154 to 172 minutes. C) The percent of genes having an up or down trend immediately versus those displaying a delayed trend (a period of stable expression for five consecutive time-points in mouse cells or three consecutive time-points in human cells followed by an up or down response). The 99% confidence interval for the difference in the percent (ΔP%) of genes having an immediate up/down trend was -3.89% to -0.89%. D) The number of genes that had monotonic expression patterns (i.e. no breakpoints) along the time course trending either up or down. The 99% confidence interval for the difference in the percent (ΔP%) of monotonic genes was 25.5% to 30.9%.

We additionally confirmed that the difference in breakpoint times was not related to differences in sampling frequencies between the experiments. We reran the analysis above on a subset of the mouse time course such that sampling rate was effectively reduced to only every 12 minutes (every 3^rd^ sample) (Methods). 

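With every 3rd mouse library, starting from the 1st, 2nd or 3rd, 3113, 3985 and 4326 mouse genes were dynamic. The first breakpoint of orthologs came later in human cells by 160.0, 174.4 and 165.8 min, and all breakpoints by 190.0, 214.2 and 169.1 min. Starting from the 1st, the human to mouse ratio of orthologs that kept 1 direction was 0.99 (99% interval over genes 0.874 to 1.13). From the 2nd and 3rd it was 1.18 (1.06 to 1.32) and 1.39 (1.23 to 1.57). With the 61 mouse libraries nearest to the human sampling minutes and at least 3 time points per segment, the shift of all breakpoints was 213.8 min and the ratio was 1.89.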

We found that mouse cells retained their earlier breaktimes and had fewer monotonic genes compared to human cells (Figure A-C in S1 Fig), consistent with our analysis of the entire data set.

We next wanted to confirm that the divergences in gene expression kinetics we observed were specific to developmental events rather than other cellular events affected by the addition of fresh medium. 

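In a separate experiment, H1 cells received fresh E8 medium, which keeps them pluripotent, and were lysed every 10 min from 0 to 600 min, 1 well per time point. The 61 libraries held 1910695 to 5513362 counts (median 3151289), fewer than those of the human neural induction course, and the deposited values are again expected counts per gene. No library of this course had a low total or a high scatter. The same normalization and segmented regression were applied, with at least 3 time points per segment, to the 11118 genes with a mean normalized count of at least 10, and the same hours were tested with edgeR.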

We repeated the time course experiment in human stem cells but added pluripotency medium to cells rather than neural differentiation medium as a control for tissue culture effects unrelated to differentiation.

We rationalized that human cells would provide the most stringent test as they would be more likely to exhibit similar changes in gene expression across conditions given their less rapid and dynamic responses compared to mouse cells. Highly dynamic gene responses, such as those in mouse cells, might overestimate the differences between the two conditions and mask similarities induced by feeding effects alone.

Of the 4332 dynamic genes identified by our segmented regression analysis during the initiation of human stem cell differentiation, only 1634 (37.6%) of them also had dynamic trends during pluripotent medium feeding (S2 Fig). Furthermore, of those 1634 genes, the majority (59% of the shared dynamic genes, or 22.1% of all dynamic genes in the control experiment) were regulated differently, having initial trends in the opposite direction, between the differentiation and the maintenance of pluripotency time courses (Figure A in S2 Fig). 

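MT1X, a metallothionein, was dynamic in both human courses, called up until 367.5 min in neural induction and until 230.0 min in the control. LEFTY1 was dynamic in both, with its control breakpoint at 144.0 min (80.0 min without the library of 0 min) after a segment called down. FASN was dynamic in neural induction and not in the control, and CCNA2, a cyclin, was dynamic in the control (called up until 439.7 min) and not in neural induction. Of the 5049 dynamic human genes, 1833 were dynamic in the control as well, 36.3% (95% Wilson interval 35.0 to 37.6). The control had 3475 dynamic genes, and of the 11114 genes fitted in both courses independent lists would share 1500. At an adjusted R2 over 0.4 the share was 16.6%, and without the libraries of 0 min 39.7%.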

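In H1 cells that had received fresh E8 medium, several metallothioneins and genes of cholesterol synthesis were higher in hour 10 than in hour 1. MT1G (hg19 chromosome 16, 56700642 to 56701977) had a log2 fold change of 5.45 at hour 10 (standard error 0.32, adjusted p = 3.24e-26 from edgeR), from 1.9 ± 1.6 (SD, n = 7 libraries) to 77.4 ± 11.5 (n = 6) normalized counts, and its reads may be shared with its paralogs. MT2A had one of 3.01 (standard error 0.24, adjusted p = 5.44e-17), and of 7 genes of the metal response 4 rose and 3 did not pass (5 rose when adjusted over the list alone). Of 24 genes of cholesterol synthesis 14 rose and 10 did not pass (15 rose and 2 fell when adjusted over the list alone), with INSIG1, a brake on sterol synthesis, at 0.93 (standard error 0.10) and HMGCS1 at 0.71 (standard error 0.06). Of 20 targets of ATF4, the amino acid stress factor, 12 fell and 8 did not pass (14 fell when adjusted over the list alone), TRIB3, a pseudokinase that ATF4 induces, by 1.19 and CHAC1, which degrades glutathione, by 0.97 on the log2 scale. VIM, an intermediate filament protein, fell as well, at -1.50. In all, 907 genes rose and 645 fell of 12204 tested, and the comparison cannot tell an effect of the medium from one of time in culture. Of the 1833 genes dynamic in both human courses, 995 had first segments called in opposite directions, 54.3% (95% Wilson interval 52.0 to 56.6), and 518 in the same direction. At an adjusted R2 over 0.4, 45.6% were opposite, and without the libraries of 0 min 62.3%.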

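In the control course TIA1 was called up until 412.3 min and down afterwards, HMMR, a protein of the mitotic spindle, was called up until 420.0 min, and MCM7, a part of the replicative helicase, was called down until 430.0 min. The fullest bins were those of 420 to 430 min with 343 breakpoints, 4.31 times the mean bin, and of 410 to 420 min with 321.

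**Figure D4:**
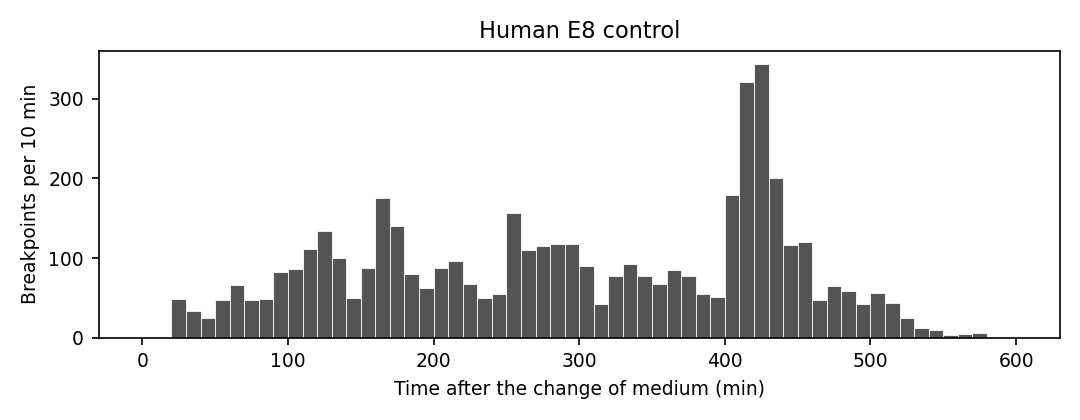
Number of breakpoints per bin of 10 min in the human control course that received fresh E8 medium, all dynamic genes. The tallest bars, 343 and 321, lie between 410 and 430 min.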

The distribution of breakpoint times between the experiments is also quite different with the control time course displaying systematic breakpoint activity (Figure B in S2 Fig). 

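In the control course, genes of mitosis rose at hour 10 in 8 of 22 cases and 14 did not pass (9 rose when adjusted over the list alone), among them HMMR at a log2 fold change of 0.57 (standard error 0.11, adjusted p = 1.81e-04 from edgeR) and CENPE, a kinetochore motor, at 0.49. Among the 16 WNT targets listed, 5 were measured, of which 1 rose, FZD7, a WNT receptor, at 0.24 (1 when adjusted over the list alone). Of 20 genes of the G1/S transition, 1 rose, RRM2, a subunit of ribonucleotide reductase, and 1 fell, TYMS, the thymidylate synthase (1 and 1 when adjusted over the list alone). In neural induction 10 of the 20 rose and 10 did not pass (12 rose when adjusted over the list alone), with PCNA, the sliding clamp of replication, at 0.57, and 6 rose and 2 fell with limma on TPM. Of the 22 genes of mitosis 5 rose and 1 fell there (5 and 1 when adjusted over the list alone), and 4 rose and 8 fell with limma on TPM. Of 8 WNT targets measured there, 2 fell, FZD7 by 0.53 and ZNRF3 by 0.71 on the log2 scale (2 when adjusted over the list alone). These counts are net changes of listed genes between hours 1 and 10. They do not test which genes have breakpoints at the paper's break times.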

The systematic global break times in the feeding control time course were enriched for cell cycle and WNT signaling pathway genes, consistent with the conservation of pluripotency and propagation of cell proliferation, while the major break times in the differentiation time course were enriched in neuron differentiation and cell development-related genes (Figure C in S2 Fig & S5 Table). All together, these results suggest that the gene expression effects detected in our cross-species differentiation time courses were responses intrinsic to stem cell differentiation rather than artifacts of cell feeding.

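The change from hour 1 to hour 10 differed between the human courses most for the metallothioneins, the LEFTY genes and sterol synthesis. MT1E and MT1G had differences of -8.95 (standard error 0.86, adjusted p = 6.29e-15 from edgeR's interaction test) and -8.96 on the log2 scale, neural induction minus control. LEFTY2, a secreted inhibitor of Nodal (hg19 chromosome 1, 226124298 to 226129083), had one of 3.53 (standard error 0.40, adjusted p = 3.52e-12), HMGCS1 one of -2.52 (standard error 0.14, adjusted p = 6.75e-31), and ANXA1, a phospholipid-binding protein, one of 2.48. In neural induction LEFTY2 was 205.6 at 0 min and 223.1 in hour 10, and in the control it was 171.2 in hour 1 and 45.5 in hour 10. HMGCS1 in neural induction was 11902 at 0 min, 34945 in hour 1 and 9841 in hour 10. In the control it was 3166.5 at 0 min and 4221 in hour 10. The fall of HMGCS1 in neural induction is thus mostly one from libraries after 0 min. At 0 min of neural induction, 23 of 24 cholesterol genes were the lowest of hour 1 and 0 were the highest. Of 24 genes of cholesterol synthesis the change was lower in neural induction for 20 and higher for 2 (20 and 2 when adjusted over the list alone). Of 75 ribosomal protein genes it was higher for 59 and 16 did not pass (60 higher and 1 lower when adjusted over the list alone). Of 20 ATF4 targets it was higher for 14 and lower for 2 (15 and 2 when adjusted over the list alone), and of 18 pluripotency genes it was lower for 7 and higher for 1 (8 and 1 when adjusted over the list alone). In all, it differed for 3708 of 13211 genes, higher for 1707 and lower for 2001 (882 and 2935 with limma on TPM). The courses were separate experiments, so the test cannot tell a difference between cultures from one between media. The paper points to the small overlap, the opposite first trends, the different break times and the gene groups enriched at them. From these it proposes that the changes in its cross-species courses belong to differentiation and not to feeding.

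**Figure D5:**
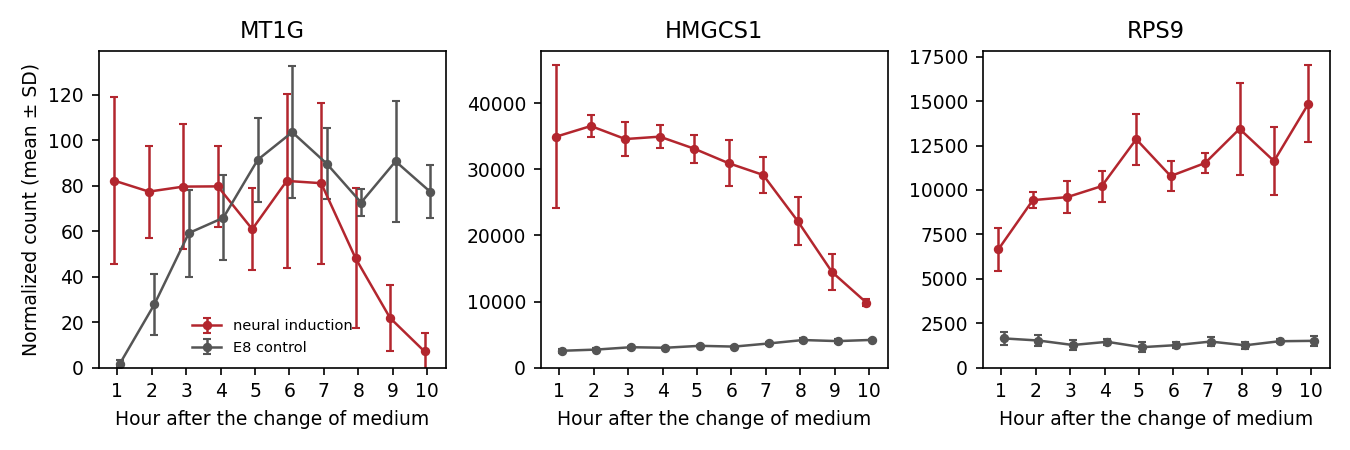
Normalized counts of MT1G, HMGCS1 and RPS9 by hour after the medium change in human neural induction and in the E8 control, mean ± SD over the libraries of the hour. Each course is normalized by itself, so levels are not comparable between courses. MT1G falls from 82.2 to 7.2 between hours 1 and 10 in neural induction, where the library of 0 min held 4.2, and rises in the control. HMGCS1 falls from 34945 to 9841 between these hours in neural induction, where the library of 0 min held 11902.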

### Peaks in gene expression occur earlier in mouse vs human cells during the initiation of *in vitro* differentiation

The most common pattern among the set of 1436 dynamic ortholog genes was the peak trend (including both immediate and delayed) with 156 orthologs having a peak in both mouse and human cells (S6 Table). 

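Hmox1, the heme oxygenase, peaked at 120.5 min in mouse cells and HMOX1 at 360.0 min in human cells. Slc30a1, a zinc exporter (mm10 chromosome 1, 191906767 to 191913247), peaked at 84.0 min and SLC30A1 at 534.3 min. Hspa1b, a heat shock protein, peaked at 114.5 min and HSPA1B at 400.9 min. In all, 154 orthologs had a peak, a segment called up followed by 1 called down, in both species. Their number was 45 at an adjusted R2 over 0.4, 80 when segments were called with the residual degrees of freedom of the fit, and 256 without all libraries of high scatter.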

Here we consider genes that have any peak along the time course, including cyclic genes (Methods). 

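Nefh, a neurofilament protein, peaked at 244.7 min in mouse cells and NEFH at 450.0 min in human cells. Sema6a, a semaphorin of axon guidance, peaked at 84.0 min and SEMA6A at 326.6 min, but SEMA6A had no peak without the library of 0 min. Brd1, a subunit of a histone acetyltransferase complex, peaked at 75.3 min and BRD1 at 498.9 min, and BRD1 had no peak without the libraries of 450 and 530 min. Of the 154 orthologs with a peak in both species, 125 peaked earlier in mouse cells. The shift, human minus mouse, was 241.5 min with a 99% interval over genes of 187 to 283 min. The median peak was at 130.0 min in mouse and 420.2 min in human cells. Of the human peaks, 25 lay within 10 min of 450 min, the minute of the library of low total.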

The median time of the peak for mouse ortholog genes occurred 238 minutes earlier compared to their peak time in human cells (Fig 4A and 4B; 99% CI on ΔM 220 to 254 minutes). When comparing the plots of the first four common peaks individually, the genes display striking differences in the species-specific timing of their peaks (Fig 4C). 

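Traf3, an adaptor of TNF receptor signalling, peaked at 20.0 min in mouse cells and TRAF3 at 370.0 min in human cells. The human library of 370 min was one of high scatter, as was that of 530 min. Thbs1, the matrix protein thrombospondin, peaked at 21.2 min and THBS1 at 416.0 min, and Hltf, a chromatin remodeler, at 24.0 min and HLTF at 319.4 min. Tia1 had no peak in mouse cells, where it was called down and then up. In order of mouse peak time, the first peak orthologs were Crim1, a membrane protein that binds BMPs, and Pnpt1, a mitochondrial RNA-degrading enzyme, both at 16.3 min, with CRIM1 at 530.0 min and PNPT1 at 300.0 min. Next came Cstf3, a subunit of the polyadenylation machinery, at 16.9 min and CSTF3 at 237.5 min, and Vcl, the focal adhesion protein vinculin, at 17.0 min and VCL at 155.7 min. They lie on mm10 chromosome 17 from 78200248 to 78376592, chromosome 11 from 29130744 to 29161828, chromosome 2 from 104590523 to 104665429 and chromosome 14 from 20929398 to 21033676, and were chosen after their values were seen. In all, 13 mouse peaks of peak orthologs lay before 30 min. Without the mouse libraries of 0 and 4 min 1 did, that of Traf3 at 24.9 min, those of Vcl and Cstf3 lay at 108.0 and 432.0 min, and Thbs1, Hltf, Crim1 and Pnpt1 were not peak orthologs.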

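Srsf5, a splicing factor, peaked at 156.0 min in mouse cells (134.9 min without the libraries of low total, of which 1 is that of 156 min) and SRSF5 at 464.3 min in human cells. Adm, a vasodilator peptide, peaked at 568.0 min in mouse cells and ADM at 287.8 min in human cells, and Adm had no peak without the libraries of low total. Across the 154 peak orthologs Pearson's r between the peak times was -0.21 (permutation p = 0.00892) and Spearman's rho was -0.17 (permutation p = 0.036). This correlation is across genes, which are not independent replicates. Without the libraries of low total r was -0.02 (permutation p = 0.75).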

We did not find any overall correlation between the mouse and human peak times (S3 Fig), though among the 156 peak orthologs there was significant enrichment of GO-terms related to proliferation, differentiation, and neurogenesis (S7 Table). 

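Over all genes, 1655 mouse genes and 894 human genes had a peak. In mouse cells Mt2, a metallothionein, peaked at 236.0 min and Fasn, the fatty acid synthase, at 156.0 min. In human cells ATF3, a stress-induced transcription factor, peaked at 419.4 min and CYR61, an immediate-early gene, at 300.0 min. The median was 156.0 min in mouse and 440.9 min in human cells. The mouse median and the peak of Fasn lie at the minute of a library of low total and high scatter, and the human median lies near that of 450 min. The shift was 240.3 min with a 99% interval over genes of 224 to 256 min, and 166 to 268.6 min under the other settings.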

When we expanded our analysis to include the entire transcriptome with significantly fitted gene expression patterns in either mouse or human cells over the 10-hour time course, our observations again held true as we found that mouse genes peaked significantly earlier (99% CI on ΔM 222 to 254 minutes), with 1589 mouse genes having a peak compared to 840 human genes (Fig 4D; S8 Table).

**Fig 4:**
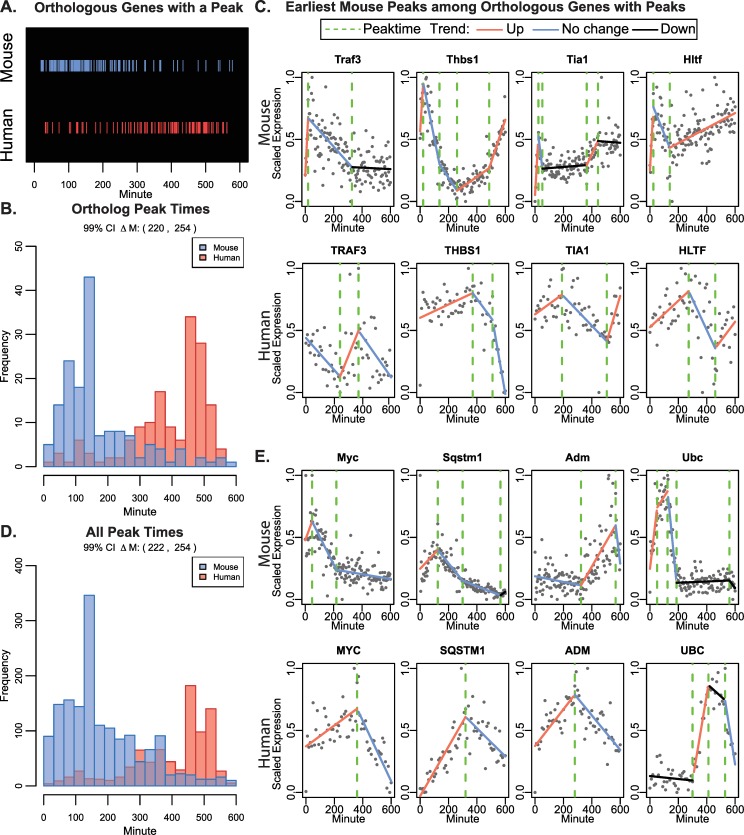
Gene peaks occur earlier in mouse compared to human cells. (A) The sorted peak time of ortholog genes highlighted in either blue or red for mouse and human orthologs, respectively. B) Histogram of the peak time for orthologs. The 99% confidence interval on the paired Wilcoxon rank sum statistic for shift in distribution (ΔM) was 220 to 254 minutes. C) Scatter plots of scaled normalized expression for the first four peaking orthologs (first in mouse) are shown with the breakpoint model fit from Trendy overlaid. The peak time is shown as a green dotted line. D) Histogram of the peak time for genes having a peak in either species. The 99% confidence interval on the Wilcoxon rank sum statistic for shift in distribution (ΔM) was 222 to 254 minutes. E) Scatter plots of scaled normalized expression for four peaking, immediate-early orthologs are shown with the breakpoint model fit overlaid and peak times indicated by the green dotted lines.

Previous reports indicate that gene peak patterns tend to be enriched in genes identified as ‘immediate-early response’ genes (IEG) [23]. IEGs can exhibit immediate transcriptional responses to stimuli and generally have easily accessible promoters which allow them to be regulated more quickly by transcription factors [24]. Many IEGs themselves encode for transcription factors [24]. Thirteen of the peaking orthologs we identified in our time course analysis are classified as immediate early genes among a literature-curated list from Arner et al., 2015 [25], with only 51 out of 1414 orthologs overall having this classification. Of the 13 IEG peak orthologs *Myc*, *Jun*, *Btg2* and *Atf4* are transcription factors, although the others such as *Sqstm1*, *Adm*, and *Ubc* are all genes known have protein products involved in neuronal differentiation [26–28] (Fig 4E). 

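Of 29 immediate-early genes listed here, 14 were dynamic orthologs and 6 peaked in both species, 5 of them earlier in mouse cells. Myc, a transcription factor of growth (mm10 chromosome 15, 61985391 to 61990374), peaked at 48.0 min and MYC at 360.0 min. Jun, a subunit of AP-1 (chromosome 4, 95049034 to 95052222), peaked at 124.0 min and JUN at 500.0 min. Btg2, an antiproliferative gene, peaked at 156.0 min and BTG2 at 450.0 min, but Btg2 was not dynamic without the libraries of low total. Atf4, the amino acid stress factor, peaked at 68.0 min and ATF4 at 254.4 min, but ATF4 was not dynamic without the library of 0 min. The peak orthologs held more of the list's genes than other dynamic orthologs, with an odds ratio of 7.13 (Fisher's exact test, 2-sided, p = 0.00125). The list includes genes that the study named from these data, so it is not independent evidence. The Arner list that the study used was not used here. Sqstm1 was called down throughout in mouse cells and did not count as a peak, but without the library of 0 min it peaked at 118.1 min, while SQSTM1, an autophagy receptor, was called up until 290.0 min in human cells. In the human library of 0 min, 19 of 22 measured immediate-early genes were lower than in each other library of hour 1, where 3.1 would be due if the libraries were alike. That library is labelled E8 before neural induction and the others were in induction medium, so the difference cannot be told apart from the medium change.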

Since both the human and mouse cells received identical neural induction media, any differences in the immediate early response genes represent species-specific differences in differentiation. We compared the differences in peak time among the IEGs (S1 File), and found 9 of 13 had immediate upregulation, 3 had delayed upregulation in human cells and 1 had immediate down regulation in mouse. When comparing to the larger set of all peaks within each species, there were 39 and 34 peaking immediate-early genes in the mouse and human time courses, respectively, indicating that peaking genes are enriched with previously known IEGs and represent developmentally relevant trends.

### Divergence in the rate of change in gene expression across species

We wanted to assess which components of the gene expression patterns led to the differences in timing we observed. There are two non-exclusive explanations for the earlier peak times observed in mouse compared to human cells: (1) the “up” segment leading towards the peak begins earlier in mouse compared to humans, and/or (2) the slope of the segment leading towards the peak, or rate of change in gene expression, is steeper.

As previously mentioned, there was no substantial difference between the percentage of genes that began their upward trends immediately versus later in the time course between mouse and human cells (91% versus 94%, respectively) (Fig 2B). We expanded this analysis to determine whether there were differences between species in the time the peaks began their upward trend, thus differentiating between an immediate dynamic peak versus a delayed peak. Interestingly, we discovered that there was no difference between species in the percent of genes having an immediate peak versus delayed peak for orthologs (Fig 5A; 99% CI on ΔP% -25.9% to 1.5%). 

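Myc and Jun rose to their first peak from the start in both species, and Slc30a1 was flat at first in both, until 37.7 min in mouse cells and, for SLC30A1, until 282.7 min in human cells. Of the 154 peak orthologs, the first peak was reached by the first segment in 116 mouse and 98 human genes. The difference of these shares was -11.7 percentage points, human minus mouse, with a 99% interval over genes of -25.1 to 1.72. It was 0.72 points on the log2 scale, -2.29 without the libraries of low total and -38.8 with every 3rd mouse library starting from the 1st.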

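Hmox1 and HMOX1 rose to their first peak from the start. BTG2 was flat until 306.2 min in human cells, whereas Btg2 rose from the start in mouse cells. Over all peak genes, 1290 mouse genes (77.9%) and 564 human genes (63.1%) rose to their first peak from the start. The difference was -14.9 percentage points, human minus mouse, with a 99% interval over genes of -19.8 to -9.94. Without all libraries of high scatter it was 0.07 points, and without the mouse libraries of 0 and 4 min -3.54.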

Though when comparing over all peak genes, mouse cells did have approximately 13% fewer genes with a delayed peak (99% CI on ΔP% -18.4% to -8.2%; Fig 5B).

**Fig 5:**
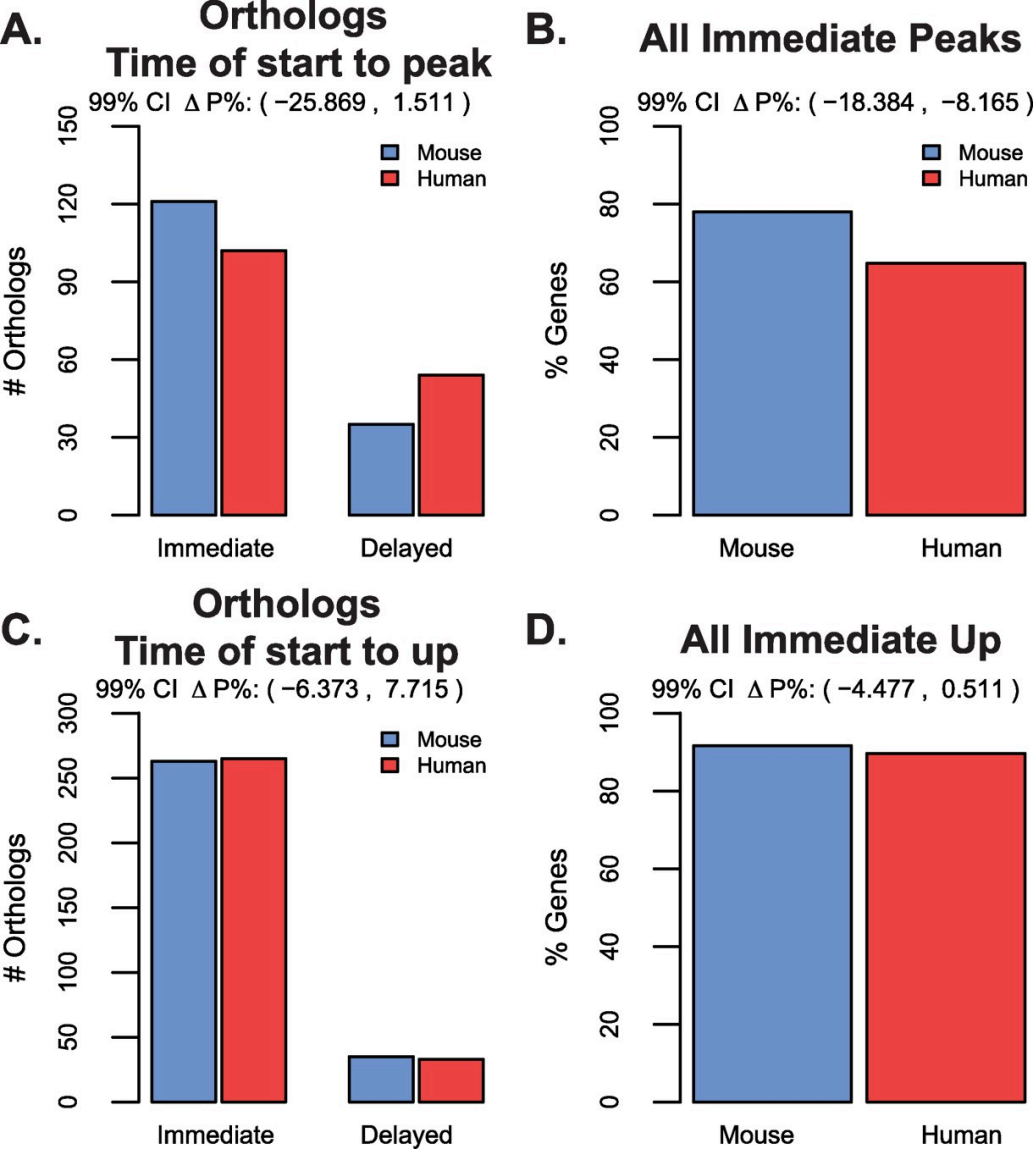
Immediate versus delayed dynamics are similar between mouse and human genes having a peak or upregulation. A) The number of ortholog peaks having the up trend starting immediately versus delayed in mouse and human. B) The percentage of all dynamic genes having an immediate peak in either mouse or human. C) Similar in structure to (A) for the number of orthologs having an having an immediate up trend. This broader categorization does include peaks. D) Similar in structure as (B) for all genes having upregulation in either mouse or human time courses.

We then asked if this was true for all genes that were upregulated as a first response to differentiation (i.e. any gene that was immediately dynamic up or had delayed upregulation). 

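Meis2, Ptn and Ntrk2 rose from the start in mouse cells, to breakpoints at 277.1, 270.3 and 260.0 min. The mouse library of 260 min was one of high scatter. In human cells RPS9 rose from the start, and LEFTY2 and HESX1, a homeodomain factor of the forebrain, were flat until 294.6 and 360.0 min. Without the library of 0 min HESX1 was called up throughout and LEFTY2 flat throughout. Of 321 orthologs whose first called segment was up in both species, 286 rose at once in mouse and 271 in human cells. Over all genes whose first called segment was up, 92.4% of 2054 mouse genes and 80.9% of 2299 human genes rose at once, a difference of -11.5 percentage points with a 99% interval over genes of -14.1 to -8.91. It was 2.91 points without all libraries of high scatter, and -2.08 and -2.06 without the mouse libraries of 0 and 4 min or the human libraries of 450 and 530 min, and -2.17 without the libraries of 0 min.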

We found no differences in the percentage of genes that go up immediately versus delayed across species, for either common dynamic orthologs or all genes that go up in either mouse and human cells (Fig 5C and Fig 5D). Again, we confirmed that these differences were not a result of sampling frequencies (Figure D-E in S1 Fig).

In the situation of a delayed peak in human versus mouse cells, the explanation for earlier peak times is clear. However, the vast majority of genes and orthologs showed no species-specific difference in the onset of upregulation, thus we hypothesized that the component responsible for the earlier peak times in mouse compared to human genes must be the rate at which genes are upregulated. The rate of change in gene expression was assessed by measuring the slopes of changes in gene expression over time in mouse and human cells.

To ensure that slopes were comparable across species and not biased by any species-specific differences in dynamic range of expression, we scaled each gene’s expression to be between 0 and 1 prior to running Trendy (Section 5 in S1 Text). Since the slope units are on the scaled expression, we compared slope magnitudes using the ratio of the median slope in mouse cells to the median slope in human cells (ΔS). A value larger than 1 indicates the slopes are larger in mouse cells, whereas values less than 1 indicates slopes are larger in human cells (Methods). 

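Thbs1 rose to its first peak by 1.84% of its range per min in mouse cells and THBS1 by 0.0508% in human cells. Slc30a1 rose by 1.52% and SLC30A1 by 0.265%, Traf3 by 2.69% and TRAF3 by 0.389%, and Hltf by 2.11% and HLTF by 0.0881%. Nefh had the opposite order, with 0.298% in mouse cells and 3.71% for NEFH in human cells. The rise of NEFH ended at 450.0 min, the minute of the human library of low total and high scatter. After the peak, SLC30A1 changed by -1.66% per min in human cells and Slc30a1 by -0.185% in mouse cells. The ratio of the median up slopes of peak orthologs, mouse to human, was 2.19 with a 99% bootstrap interval over genes of 1.40 to 3.30, and that of the down slopes was 0.518 (0.393 to 0.738). At an adjusted R2 over 0.4 the down ratio was 0.931 (0.479 to 1.65), and without the libraries of 0 min it was 0.71. Thbs1 and Hltf had no peak without the mouse libraries of 0 and 4 min.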

When only assessing genes having peaks in both species, we measured notably steeper slopes in gene upregulation in mouse versus human cells, but not downward slope after peaks (Up slopes: ΔS = 2.697, 99% CI 1.851 to 3.442; Down slopes: ΔS = .5681, 99% CI 0.444 to 0.877; Fig 6A). We also found that when broadening the analysis to all peak genes in either species, the slopes leading up to mouse peaks were again steeper than those for human peaks (ΔS = 1.921, 99% CI 1.618 to 2.206; Fig 6B). 

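Over all peak genes the ratio of the median up slopes, mouse to human, was 1.94 with a 99% bootstrap interval over genes of 1.61 to 2.30. Hmox1 rose by 0.617% of its range per min in mouse cells and HMOX1 by 0.190% in human cells, Myc by 0.381% and MYC by 0.0774%, and Jun by 0.201% and JUN by 0.0693%. Srsf5 rose by 0.167% in mouse cells and SRSF5 by 1.29% in human cells, and Sema6a by 0.657% and SEMA6A by 1.52%. At an adjusted R2 over 0.4 the ratio was 1.53 (0.927 to 2.09).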

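After their peaks, Jun changed by -0.602% of its range per min in mouse cells and JUN by -0.496% in human cells, and Myc changed by -0.222% and MYC by -0.257%. Over all peak genes the ratio of the median down slopes, mouse to human, was 0.498 with a 99% bootstrap interval over genes of 0.429 to 0.567. On the log2 scale it was 0.266.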

The magnitude of down slopes after the peaks however were considerably smaller in mouse compared to human genes (ΔS = 0.519, 99% CI 0.441 to 0.579; Fig 6B).

**Fig 6:**
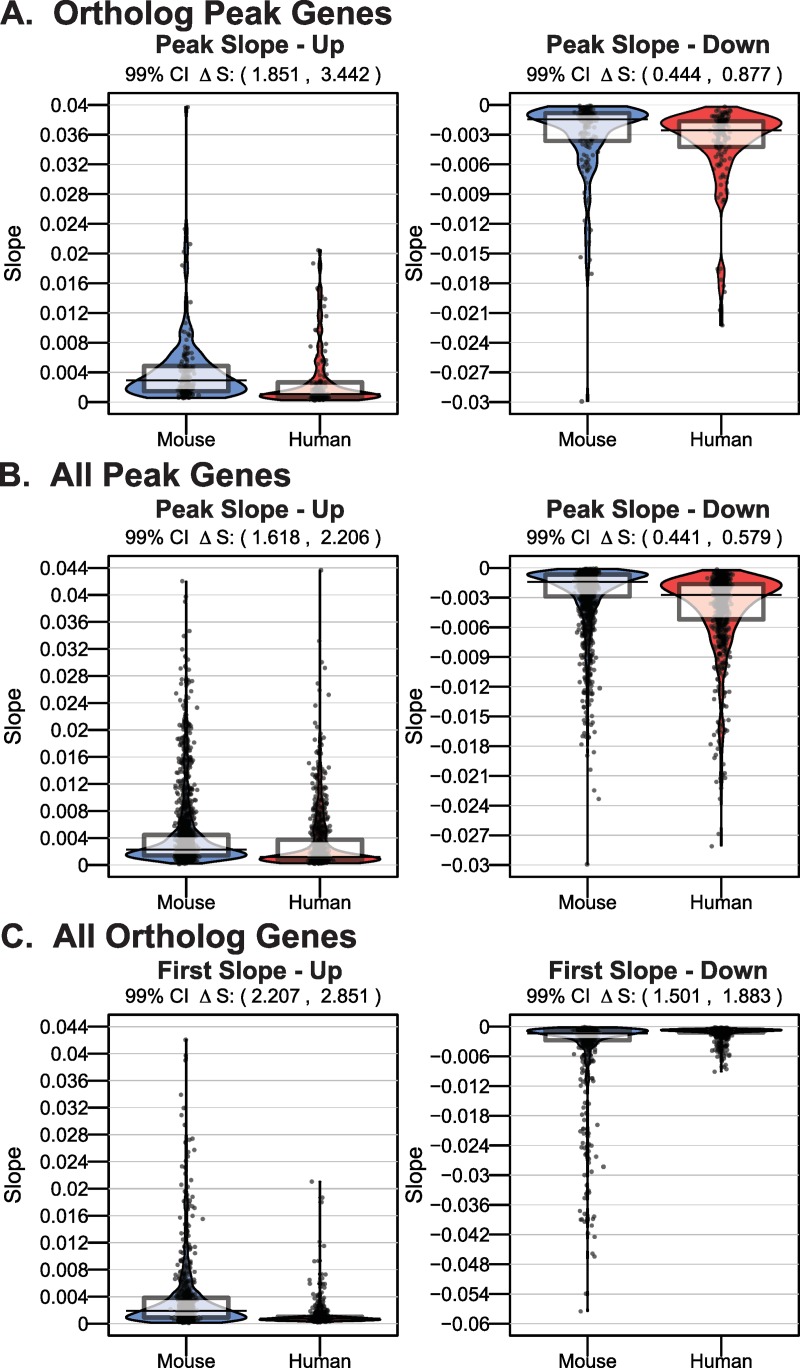
Rate of upregulation of gene expression is faster in mouse compared to human cells. A) For orthologs having a peak in both mouse and human cells, the slopes of the up trend (left) and down trends (right) of the peak are shown as smoothed densities (bean plots) with overlaid raw data, the median, and a box representing the interquartile range. B) Similar as (A) for all genes having a peak in either mouse or human cells. C) For all orthologs having an immediate up trend, the slope of the first breakpoint is shown in a smoothed density plot (left). For genes having an immediate down trend, the slope of the first breakpoint is shown (right).

We then expanded our analysis to consider all immediate dynamic changes in gene expression among orthologs in human and mouse cells to discern if the differences in rates of change in gene expression were specific to genes that exhibit peaked expression trends or also manifested in dynamic genes transcriptome-wide. 

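Among dynamic orthologs called up from the start, the ratio of the median first slopes, mouse to human, was 2.78 with a 99% bootstrap interval over genes of 2.47 to 3.15, over 798 mouse and 554 human genes. Among those called down from the start it was 1.77 (1.59 to 2.11), over 664 and 837 genes. When only orthologs of the same first direction in both species were used, the ratios were 1.58 (1.10 to 2.08) and 1.40. With the mouse libraries nearest to the human sampling minutes they were 4.56 and 3.00.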

Again, we found significantly faster rates of initial gene upregulation in mouse compared to human cells (ΔS = 2.499, 99% CI 2.207 to 2.851; Fig 6C), whereas the immediate down slopes were marginally steeper (ΔS = 1.674, 99% CI 1.501 to 1.883; Fig 6C). Again, our observations are preserved even in less frequently sampled mouse cells (Figure G–L in S1 Fig). 

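With every 3rd mouse library, starting from the 1st, 2nd or 3rd, the ratio of the up slopes of peak orthologs was 2.38, 2.03 and 2.62 and that of the down slopes 0.51, 0.531 and 0.794. The interval of the last reached 1.23. Over all peak genes the ratios of the up slopes were 2.21, 2.11 and 2.50, those of the down slopes 0.442, 0.415 and 0.681, and those of the first up slopes of orthologs 2.36, 2.44 and 2.97.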

Taken together, we found that changes in gene expression occurred more quickly in mouse compared to human pluripotent stem cells upon initial exposure to identical neural differentiation signals.

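By hour 3, most Nodal targets had fallen and most WNT targets and genes of the metal response had risen in mouse cells, while few genes passed in human cells. Lefty1 had a log2 fold change of -3.67 (standard error 0.36, adjusted p = 3.21e-16 from edgeR), and of 16 Nodal targets 10 fell and 2 rose (12 and 3 when adjusted over the list alone). Nkd1 had one of 2.98 (standard error 0.21, adjusted p = 1.60e-27), and of 15 WNT targets 12 rose and 3 did not pass (12 when adjusted over the list alone). Of 5 genes of the metal response 4 rose, Mt1 at 4.11, Slc30a1 at 2.69, Mt2 and Slc30a2, and 1 fell, the zinc importer Slc39a10 at -1.98 (4 and 1 when adjusted over the list alone). LEFTY1 had one of -0.28 in human cells (standard error 0.26, adjusted p = 0.839), and the human genes that passed included RPS9 at 0.54 and HSPA8, a constitutive chaperone, at 0.38. In all, 3386 genes changed in mouse cells, 1801 up and 1585 down, and 226 in human cells, 166 up and 60 down. Whether more rose or fell depends on the scaling, with 1653 up and 2221 down in mouse cells with DESeq2 and 1380.0 up and 1855 down with limma on TPM, which had 71 up and 78 down in human cells. Mouse hours hold more libraries, and with mouse libraries at the human minutes 1142 genes changed. In human cells 444 changed without the library of 450 min, 574 with DESeq2, 620 without the libraries of high scatter, 501 with run 1 alone, 370.0 without the library of 0 min and 149 with limma on TPM. Run 1 alone also lacks the library of 450 min. By edgeR, none of 14189 genes passed with the odd human libraries alone (1283 at an unadjusted p under 0.05) and none of 13920 with the even (474 unadjusted). As a measure without breakpoints, the hour at which a gene had made 50% of its hour 10 change was compared for the 859 orthologs changed in the same direction in both species. The median difference was 0 min (99% bootstrap interval -60 to 0), with 323 earlier in mouse cells, 407 in human cells and 129 tied. At 25% of the change the median was -60 min, with 211 earlier in mouse and 451 in human cells, and at 75% it was 0 min, with 403 earlier in mouse and 360.0 in human cells. These genes include Nid1 and FGF-ERK targets such as Epha2, a receptor. The measure covers only genes with such a net change, so peaks that had ended by hour 10 are left out. It takes the first hour to cross, and human hours average fewer libraries. Whether early crossings by chance are more frequent there was not tested. From the earlier breakpoints and peaks and the steeper up slopes, the paper concludes that expression changed more quickly in mouse than in human cells under the same medium.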

Recent studies have reported that intron versus exon counts can be used to assess transcriptional activity versus post-transcriptional regulation [29]. We mapped the intronic reads for our mouse and human time courses and used Trendy to obtain the expression pattern fits. Given our polyA procedure and sequencing depths we did not have sufficient coverage to perform a genome-wide analysis on the intronic reads for all genes, but we were able to identify some signals of interest. We fit Trendy to gene intron read counts and used the adjusted R^2^ > 0.2 threshold to identify 50 dynamic orthologs. To determine whether our intronic read counts on these 50 genes was sufficient, we first investigated the relationship between a singular change in intron reads versus the change in exon reads. We treated the first and last 10 time points as separate ‘conditions’ and calculated the difference in mean expression on the exon and intron reads for the orthologs. In both human and mouse time courses the change in exon counts was highly correlated to the change in intron counts indicting that changes in transcription were detectable (Figure A in S4 Fig). However, only 11 genes among those having sufficient coverage were also found to be common orthologs that had a peak in human and mouse cells, though the subset included genes involved in differentiation (S2 File). To address whether increased transcriptional activity is responsible for the faster slopes in mouse compared to human, we compared the intronic read slopes between mouse and human cells for genes that also were upregulated in either mouse or human exon reads. Mouse upregulated intron slopes were significantly steeper in mouse cells (Figure B in S4 Fig), which suggests faster accumulation of immature transcripts due to more rapid transcriptional responses rather than decreased degradation.

Lastly, since these experiments measured the first wave of early changes in gene expression during the first 10 hours of differentiation, we also applied our slope analysis to a longer time course to test if the difference in slope magnitudes we observed across species was conserved over longer developmental time frames. We analyzed neural differentiation in two additional datasets: a 3 week time course for mouse pluripotent stem cells and 6 week time course for human pluripotent stem cells [14]. When we applied our analysis to the longer developmental time frame datasets, we found 219 peak ortholog genes and confirmed that the rates of change in gene expression were significantly greater in mouse versus human cells during peak upregulation (ΔS = 1.667, 99% CI 1.315 to 2.234) but not significantly different in downregulation after peaks (ΔS = 1.359, 99% CI 0.996 to 2.021; S5 Fig). These results suggest that differences in gene upregulation kinetics may influence differentiation rates over longer periods of developmental time.

## Discussion

In this study, we compared changes in gene expression at the onset of differentiation between mouse and human pluripotent stem cells. Using an automated liquid-handling robotics system and subsequent RNA-seq analysis, we were able to track changes in gene expression at the uncharted, immediate-early stages of differentiation and at unprecedented temporal resolution. The segmented regression (breakpoint) model approach implemented here is both powerful and flexible by estimating gene expression changes and trends without a priori defining trend categories. The method implemented in the Trendy R package output the best fit breakpoint model for each gene, summarizing quantitative measures of breakpoint times and slopes of the connecting segments which we were able to compare across species in our statistical analysis. We uncovered (1) a previously unidentified highly dynamic gene expression landscape within the first twenty minutes of mouse and thirty minutes of human stem cell differentiation, (2) gene expression patterns were protracted in human compared to mouse cells, (3) the time of initial gene upregulation off of baseline was not different between human and mouse genes, and, most interestingly, (4) changes in gene expression occurred significantly faster in mouse compared to human pluripotent stem cells as measured by the slopes of gene upregulation. Taken together, these results identify species-specific differences in the kinetics of gene expression responses to differentiation cues from the earliest stages of development.

Time courses of pluripotent stem cell differentiation have typically involved daily sampling frequencies, and rarely as frequently as every 6 hours [30]. While these brief interspersed glimpses reflect snapshots of cell maturity, they are unable to capture the kinetics of gene expression changes at the onset of differentiation. The species-specific differences in transcriptome-level response rates to differentiation initiation we report in this study are consistent with a causative effect on the subsequent timing of lineage specification reported in other studies over longer time scales [4,14,31,32]. We did not observe correlation between mouse and human cells in the timing of expression changes, which corresponds to previous findings of variation in sequential orders of gene expression across species [33–38]. Although our study was restricted to human and mouse pluripotent stem cells, studies that examine developmental timing across other species are also consistent with a model in which changes in transcriptome dynamics could contribute to differences in developmental rates [7,8,11,12,39–41].

We also found enrichment of immediate-early response genes in our peak genes corresponding to species-specific differences in response to neural induction media. We consider the peak genes identified in our study that are not yet classified as IEG in the literature as IEG candidates and contend that the segmented regression framework here could easily allow identification of novel IEGs when applied to additional early time course experiments by identifying immediately dynamic genes and calculating the fold-change of the response as the amplitude of the expression trend. Given the short 10-hour time-frame focus in our study we focused mainly on peak trends, however this framework is also able to identify cyclic trends and could be expanded to allow for non-linear segmented modelling.

Our data in this study does not support a model of delayed signal delivery to the nucleus (model 1), but rather a difference in the velocity of transcriptional upregulation across species (model 2). First, we did not observe an overall increase in percentage of genes with a delayed onset of up- or downregulation changes in human compared to mouse genes (Figs 2, 3 & 5). Second, differences in the shape of gene peaks caused by differences in slope, rather than a delayed onset of identical peak shapes, were responsible for the divergence in peak times across species (Figs 4 & 6). Indeed, a signal reaching the nucleus more slowly would have manifested in the delayed onset of similar first up-slopes. In contrast, we report here differences in slope magnitudes within similar start times in mouse and human cells, consistent with divergent kinetics of transcription across species. Moreover, changes in gene expression occurred much more quickly in mouse compared to human cells in up-slope magnitudes, whereas both species shared more similar down-slope inclines. This observation is suggestive that it is the speed of transcription that is different across species rather than differences in mRNA degradation, which is also consistent with our intron/exon analysis where increases of intron accumulation was greater in mouse compared to human cells for certain genes of interest during differentiation. However, our polyA selection of transcripts led to low intron coverage in this experiment which was insufficient to make broader claims for the mechanisms behind faster accumulation of transcripts in mouse compared to human cells. Future experimentation will be necessary to directly measure and compare transcription burst rates versus mRNA degradation rates across species during development. However, taken together, our results are consistent with a model in which signals in the nucleus result in species-specific differences in transcriptional upregulation kinetics of response genes.

Several possible causes may explain the differences in transcriptional response kinetics observed in this study. Transcription factor binding affinities, co-factor recruitment stringencies, numbers of regulatory pathway signals, and/or fundamental RNA polymerase kinetics may vary in human and mouse stem cells, although there is little evidence to support the latter [42]. However, a remarkable amount of differences in transcription factor binding sites and gene regulation mechanisms have been reported between mouse and human stem cells [37,43–48], which may strongly influence rates of gene expression responses, even when given identical differentiation signals.

Differences in gene expression kinetics are unlikely to be solely responsible for the tremendous differences in developmental time across species. Mammals vary in size by an astounding eight orders of magnitude, and vary in gestation length by over 50-fold [49]. The mechanisms of the developmental clock must therefore coordinate across vast differences of time and scale, and may thus span multiple biological processes, one of which may involve the kinetics of signal-induced gene regulation.

Importantly, the retention of a slow developmental clock by human pluripotent stem cells presents a significant challenge for the development of pluripotent stem cell-derived therapies [50,51]. Current protocols to derive many cell types of potential importance for cell replacement therapies require extensive periods of time [4,52,53]. Producing the desired cell types with the necessary level of physiological maturity in clinically-relevant time frames will be essential if the therapy is aimed at being patient-specific [52–55]. Thus, understanding the developmental clock and identifying ways to accelerate it would have a broad impact on improving the therapeutic value of human pluripotent stem cells.

In summary, we measured transcriptome-wide expression at the scale of minutes in the immediate-early response to neural differentiation factors in human and mouse pluripotent stem cells. Understanding what controls species-specific rates of differentiations is a step forward in defining the developmental clock, which is an essential piece to overcoming obstacles in developing pluripotent stem cell therapies. Our findings suggest that the differences in developmental rates observed across species are in part due to differences in transcriptional response rates to differentiation factors.

## Materials & methods

### Ethics statement

All experiments described in this study were approved by the ethics committee with IRB Approval Number: SC-2015-0010. The H1 hES cells are registered in the NIH Human Embryonic Stem Cell Registry with the Approval Number NIHhESC-10-0043.

### Cell culture

EGFP-positive H1 and mEpiS cells were maintained as previously described [14]. H1 cells were cultured on matrigel-coated plates in E8 medium (Thermo Fisher Scientific, USA) and mEpiS cells were cultured on MEF feeder cells in TSS (DMEM/F12 (Thermo Fisher Scientific, USA), using 20% knockout serum replacement (Thermo Fisher Scientific, USA), 0.18 mM B-mercaptoethanol (Sigma, USA), 1 X non-essential amino acids (Thermo Fisher Scientific, USA), 2 mM L-glutamine (Sigma, USA), 7.5 ng/mL activin A (R&D Systems, USA), and 5 ng/mL bFGF (R&D Systems, USA)).

Cell suspensions were seeded in pluripotent media prior to neural induction. H1 cells were lifted in 0.5uM EDTA and cells were transferred to the robotic system at 4°C under sterile conditions in E8 medium. mEpi3S cells were dissociated using TryPLE, however were first depleted of MEFs by MACS separation using feeder cell removal beads according to the manufacturer’s instructions (Miltenyl Biotec, Germany). Cells were then resuspended in TSS medium and transferred to the robotic system under sterile conditions at 4°C. Mouse and human cells were kept at 4°C until either 2.5X10^5^ or 5.28X10^5^ cells were seeded into 12- or 6-well matrigel-coated plates, respectively, and were shuttled to 37°C incubators and attached under pluripotent conditions (H1 cells in E8, mEpiS cells in MEF-conditioned TSS with 20ng/mL mFGF) until neural induction.

### Automated cell culture and liquid handling system

A Freedom Evo200 liquid handling robot was located in a BigNeat custom controlled environmental enclosure. The time course was automated using a custom-built automated platform (Tecan, BigNeat and LiConiC). The platform was programmed using TECAN Evoware Plus software, and various custom software drivers to control peripheral devices were used. The enclosure maintained an environment of 30°C, with 5% CO2 and 80–90% relative humidity (RH) during all liquid handling steps.

Integrated peripheral devices were utilized to perform automated tissue culture and generate cellular lysates. These devices included a Liconic STX500 incubator (maintained at 37°C, 5% CO2 and 80–90% RH), a Liconic STX200-DF freezer (for sample storage after cell lysis), a Tecan Te-Shake shaker, and a Tecan Tilt Carrier for media removal.

### Neural induction and sampling for RNA-seq

At time 0, pluripotent media were removed from the wells of the previously seeded 12- or 6-well matrigel plates, cells were washed with 1 X PBS (Thermo Fisher Scientific, USA), 37°C pre-warmed neural induction medium was added (DF3S (Thermo Fisher Scientific, USA) supplemented with 1 X N2 supplement (Thermo Fisher Scientific, USA), 1 X B27 supplement (Thermo Fisher Scientific, USA), and 100 ng/μL of mNoggin (R&D Systems, USA)), as previously described [14], and cells were shuttled back to the 37°C incubator. The switch to neural induction media for each multiwell plate was staggered and timed to establish the proper feeding and collection times for each well. At the indicated time-points, the appropriate multiwell plates were shuttled out of the incubator and cells were lysed at either 4- or 10-minute intervals (+/- 2 seconds as calibrated according to the time of neural induction medium addition) for mouse and human cells, respectively. Neural induction medium was removed, cells were washed with 1 X PBS, lysed in 700μL RLT-Plus Buffer (Qiagen, Germany), and plates were shuttled to -20°C until all samples could be processed for RNA-seq together. In the control experiment described for S2 Fig, hES cells were exposed to Essential 8 (Thermo Fisher Scientific, USA) pluripotent maintenance medium rather than differentiation medium.

### Sample processing and RNA-seq pipeline

RNA-seq samples were processed from cell lysates as previously described [56]. Briefly, total RNA was purified from RLT-Plus Buffer using RNeasy Plus Mini Kits (Qiagen, Germany). The Ligation-Mediated Sequencing (LM-Seq) protocol was used to prepare and index all cDNA libraries [56]. Seven to 48 uniquely indexed samples were pooled per lane on an Illumina HiSeq 2500 or 3000 with a single 51 base pair read and a 10 base pair index read. Post-sequence reads were initially processed by trimming adapter sequences and aligned to mm10 or hg19 libraries using bowtie (v0.12.9) [57]. Sample qualities were screened for appropriate read depth and transcriptome alignment ratios; only samples with at least 50% alignment rates were retained for the analysis removing six time-points from the mouse time course (originally 151 time-points) and zero from the human experiment (originally 61 time-points). Excluded samples were not correlated to plate or well positional bias on the robotic system. For each species, expected counts (EC) expression measures were generated by RSEM (v1.2.3) [58]. Due to their variable abundance, mitochondrial genes were removed prior to normalization and downstream analysis. Expected counts of human samples sequenced across lanes for each time-point were added together for further analysis.

### Intron read mapping

To map intron reads, we adapted our previous alignment pipelines as follows. We first built an expanded transcriptome reference using hg38 (rather than hg19), and incorporated both NM (mRNA) and NR (non-coding RNA) transcripts. Then we built an ‘intronic’ transcriptome reference, with a single entry for each gene in the “mature” transcriptome reference. Each entry contained the full genomic sequence from the most 5’ TSS through the most 3’ UTR of all annotated transcripts for that gene. We applied our usual filters to trim low quality base calls and adapter sequences. We ran RSEM-1.3.0, using bowtie2 (v2.3.5.1) against the new mature-transcript reference [59]. From there we collected all reads with no reported alignment to the mature-transcript reference or whose primary alignment (per RSEM’s call to bowtie2) had an edit distance of three or more from the transcript reference, as indicated by the “NM:i” field in the SAM output. We mapped these remaining reads to the intronic reference using bowtie2 (v2.3.5.1). For this second run of bowtie2, in the case of multimapping alignments, the count was assigned to the primary alignment designated by bowtie2.

### Trendy analysis

After quality control the mouse and human RNA-seq datasets had 145 and 61 samples, respectively. Each dataset was normalized using median ratio normalization proposed by Anders and Huber 2010 [60] using the MedianNorm function in the EBSeq R package [61]. In each dataset, genes with an average normalized expression across all samples smaller than 10 were removed prior to further analysis. For the remaining genes, each of their expression profiles across samples was scaled between 0 and 1 as:

Xi,j=(Yi,j−minjYi,j)(maxjYi,j−minjYi,j)

where *Y_i,j_* represents the normalized expression of gene *i* in sample *j*.

The segmented models were fit with expression *X_i,j_* as a function of time *t*. For the mouse experiment *t* = (0,4,8,…,600) (the six missing times failing quality control were minutes 60, 132, 452, 492, 464, and 512) and for the human dataset *t* = (0,10,20,…,600). For notation, let *t* = (*t*_1_,*t*_2_,…,*t_N_*) for either experiment with N = 145 in mouse and N = 61 in human. The segmented regression model for gene *i* having a single breakpoint is:

$$X_{i,j}=\beta_{i,0}+\beta_{i,1}t_{j}I(t_{j}:t_{j}\geq t_{1},t_{j}\leq b_{i,1})+\beta_{i,2}{(t}_{j}-b_{i,1})I(t_{j}:t_{j}>b_{i,1},t_{j}\leq t_{N})$$

Where *b*_*i*,1_ is the breakpoint and *β*_*i*,1_ is the slope of the first segment prior to the breakpoints and *β*_*i*,2_ is the slope of the second segments after the breakpoint. The number of segments is always one plus the number of breakpoints. For each gene we fit a model having no breakpoints (standard linear regression) and then extended the model above to accommodate fitting five additional models each having the number of breakpoints from 1 to 5. For a breakpoint model fit to be valid, each segment was required to contain a minimum of five or three consecutive time-points representing 20 minutes in the mouse time course and 30 minutes in the human, respectively (Section 3 in S1 Text). Thus, Trendy assigned an initial up or down trend to genes that had an up or down response occurring within the first 20 minutes in mouse cells or 30 minutes in human cells. In this paper, we classified these genes as being ‘immediately’ dynamic. Genes that had an up or down response occurring after the first 20 or 30 minutes for mouse or human cells were classified as having a “delayed” dynamic.

The best breakpoint model was selected as the one having the lowest Bayesian information criterion (BIC). While every gene has a model fit, here we focused only on those considered having a ‘good’ fit, which we defined as genes having a fit with an adjusted R^2^ > 0.2. Only these genes were further considered in the analysis and for simplicity were referred to ‘dynamic’ genes. The cutoff was determined based on a permutation procedure (Section 2 in S1 Text). Each segment of the breakpoint regression model was assigned as “up”, “down” or “no-change”; the individual segment p-value threshold parameter for this characterization was set to 0.2. The human control experiment was fit using the same parameters and criteria listed above for the human neural differentiation experiment. Trendy was run on the intron reads using the same parameters as described above. The reduced mouse time course using every 3rd mouse sample (in S1 Fig), was run with the same fit parameters as the original 4 minute mouse time course. The human and mouse week-long time course experiments were fit with similar models as described, however since there were fewer samples (16 for human and 36 for mouse) and sampled at equal frequencies, we required segments to have a minimum of three consecutive time-points for both time courses. The criteria to have a dynamic fit was raised to R^2^ > 0.5 based on our permutation procedure (Section 2 in S1 Text). Exploration of all fitted expression patterns using Trendy’s interactive shiny application is available at https://github.com/rhondabacher/RobotNeuralDiffPaper.

### Pattern classification

Peak genes were classified as those having either a consecutive “up” and “down” segment along the time course experiment, including cyclic genes, or those having an “up”, “no-change”, “down” pattern. Genes displaying distinct patterns shown in Fig 1B and provided in S1 Table were defined as follows: delayed peak: same-up-down or same-up-same-down, delayed dip: same-down-up or same-down-same-up, delayed up: same-up, delayed down: same-down, immediate on: up-same, immediate-off: down-same, dip: down-up or down-same-up, peak: up-down or up-same-down, monotonic up: up, monotonic down: down, cyclic: any genes not in the previous categories having at least two disconnected up or down segments, for example, up-down-up, up-down-down-up, and up-same-down-up were all considered cyclic for classification in S1 Table.

### Statistical analysis

All analyses were performed in R version 3.6.0 [62]. The Trendy R package (v1.7.3) was used to fit the segmented regression models to each gene, select the optimal model and then reported the breakpoint times and segment slopes in each dataset [22]. Orthologous mouse and human genes were downloaded using the biomaRt R package (v2.40.0) [63]. The distribution of breakpoint times, peak times, and segment slopes were plot using both histograms and smoothed densities (bean plots) with overlaid raw data, the mean, and a box of the interquartile range. The combined bean plots were created using the pirateplot function in the yarrr R package (v0.1.5) [64]. When comparing the ortholog peaks, only the first peak was used for peak time and slope calculations. Genes having multiple peaks (cyclic trend) were not the focus of this study. For comparing the distribution of peak times, the wilcox.test() function in R was used to obtain 99% confidence intervals on the median shift in the human peak time distribution compared to the mouse peak time distribution (ΔM). For orthologs, the paired Wilcoxon test was used with option paired = TRUE. For comparing the percent of genes in human cells versus the percent of genes in mouse cells having an immediate versus delayed peak or upregulation, 99% confidence intervals were calculated from a two-proportions z-test using the prop.test() function in R and multiplying the resulting intervals by 100%. For comparing the slope magnitudes, we used the np.re() function in the pairwiseCI R package (v.1-27) [65] with method = Median.ratio to obtain 99% confidence intervals on the ratio of the median slope in mouse cells to the median slope in human cells. This provides a nonparametric estimate of the relative difference in the slopes (ΔS).

Analyses to determine functional enrichment of orthologs having a peak and genes having dynamic expression in both the human differentiation and control experiment were performed using the GSEA algorithm on the GO biological processes collection in MSigDB (v7.0 MSigDB, FDR q-value < .001) [66,67]. For transcription factor enrichment we used the web-based tool Enrichr on the TRRUST Transcription Factors 2019 annotations [68,69]. Figure A in S1 Fig was generated with the R package ggsunburst v0.0.10 [70].

## Supporting information

S1 Text 1 –Evaluating the appropriateness of piece-wise linear model fits
2 –Choice of threshold for dynamic Trendy fit.
3 –Choice of minimum segment length parameter.
4 –Detectable resolution of dynamic expression by Trendy.
5 –Scaling data to obtain comparable slope magnitudes.
(DOCX) Click here for additional data file.

S1 Table Sheets 1 and 2 contain the breakdown of the number of genes having the patterns described in Fig 1B for both mouse and human time course experiments. Sheets 3 contains the lists of genes having each pattern in mouse cells sampled every four minutes. Sheet 4 contains the lists of genes having each pattern in human cells sampled every 10 minutes.
(XLSX) Click here for additional data file.

S2 Table Summaries of the Trendy fitted model for each gene having a dynamic trend in both human and mouse cells. The information includes: segment slopes, segment direction, segment p-value, time of breakpoint, and trend direction for each time-point.
(XLSX) Click here for additional data file.

S3 Table Summaries of the Trendy fitted model for each gene having a dynamic trend in either species. (XLSX) Click here for additional data file.

S4 Table Enrichment of transcription factors for genes having a dynamic trend in both mouse and human cells. (TXT) Click here for additional data file.

S5 Table Biological processes enriched in sets of genes from the Human control and Human differentiation experiments as shown and defined in S2 Fig. (XLSX) Click here for additional data file.

S6 Table Summaries of the Trendy fitted model for each ortholog having a peak in both mouse and human cells. (XLSX) Click here for additional data file.

S7 Table Biological processes enriched in the set of orthologs having a peak in both species. (XLSX) Click here for additional data file.

S8 Table Summaries of the Trendy fitted model for each ortholog having a peak in either mouse and human cells. (XLSX) Click here for additional data file.

S1 File Scatter plots of the immediate early genes (IEG) having a peak in both the human and mouse time courses. (PDF) Click here for additional data file.

S2 File List of orthologs having a peak on intron reads in both mouse and human cells. (TXT) Click here for additional data file.

S3 File Raw read counts for all experiments analyzed. (XLSX) Click here for additional data file.

S1 Fig Different sampling frequencies between human and mouse cells did not bias the measured times of initial changes in gene expression, earlier breakpoints, or steeper slopes in mouse compared to human cells. We re-ran Trendy and our entire analysis pipeline using every 3^rd^ mouse sample in the time course to effectively simulate a reduced sampling rate to levels comparable to the human time course (lengthened from 4 minutes to every 12 minutes in mouse compared to 10 minutes in human cells). Using this modified sampling frequency, we compared the time of initial onset of Up/Down trends in gene expression (A), numbers of monotonic genes (B), and time to first breakpoint (C) of common ortholog genes between mouse and human cells. The same analysis was carried out on all dynamic human and mouse genes even if the same gene was not fitted with a dynamic trend in the other species (D, E, and F, respectively). Similarly, gene expression peak times (G) and slopes Up (H) and Down (I) from the peak were measured in ortholog genes having a peak in both mouse and human cells, as well as for genes with a peak in at least one species (J, K, & L, respectively).
(TIF) Click here for additional data file.

S2 Fig Dynamic genes identified by Trendy are involved in development. A) Among all 4332 human genes identified by Trendy, 1634 are also dynamic (adjusted R^2^ > 0.2) in the feeding control RNA-seq time course. Similarity of trends was based on genes initial response direction; genes starting in the same direction were considered similar and genes with trends in the opposite direction were considered opposite. B) The breakpoint distribution of the differentiation and control experiments with times where multiple genes had changes in expression highlighted. C.) Top GO terms from a gene-overlap enrichment analysis for the genes indicated in the sets from B are shown. None of the synchronized breaktimes in the control were enriched for differentiation processes and instead had strong cell cycle signals. Given that those cells are not responding to differentiation media, cell cycle is the dominant biological process we detect.
(TIF) Click here for additional data file.

S3 Fig Variation in the sequential order of mouse and human peak times. For all orthologs having at least one peak in both mouse and human cells, the time of the first (or only) peak is shown with the Mouse peak time on the x-axis and the Human peak time on the y-axis.
(TIF) Click here for additional data file.

S4 Fig Intron reads give insight intro transcriptional activity. A) Treating the first and last ten time-points as a ‘condition’, the mean change in exon reads versus mean change in intron reads is shown for the human and mouse time courses. The high correlation indicates transcriptional activity is detectable. B) The intronic read slopes between mouse and human cells for genes that also were upregulated in either mouse or human exonic reads.
(TIF) Click here for additional data file.

S5 Fig Species-specific differences in rates of change in gene expression are conserved in longer neural differentiation time courses. A) For all ortholog peak genes, the slopes of the up-trend (top) and down trend (bottom) are shown in a boxplot for the 10 hour robot time course. B) The same plots are shown for ortholog peaks in mouse and human time courses of three and six weeks, respectively, in Barry et al., 2017.
(TIF) Click here for additional data file.

# Supplementary material for: Automated minute scale RNA-seq of pluripotent stem cell differentiation reveals early divergence of human and mouse gene expression kinetics
**Source:** PLoS Comput Biol. 2019 Dec 9;15(12):e1007543. doi: 10.1371/journal.pcbi.1007543
**Supplement:** S1 Text — 1 –Evaluating the appropriateness of piece-wise linear model fits 2 –Choice of threshold for dynamic Trendy fit. 3 –Choice of minimum segment length parameter. 4 –Detectable resolution of dynamic expression by Trendy. 5 –Scaling data to obtain comparable slope magnitudes.

**S1 Text**

**Section 1. Evaluating the appropriateness of piece-wise linear model fits**

We evaluated the appropriateness of the break-point regression modelling approach used in Trendy at capturing overall trends by comparing to polynomial regression. For the mouse and human time-courses, after excluding genes with mean expression smaller than 10, we fit a polynomial regression model of degree five and assessed the goodness of fit between the polynomial and Trendy models for each gene based on its adjusted R^2^.

The adjusted R^2^ distributions for the polynomial model fit conditional on the Trendy fit for the mouse time-course are shown below. Of 7,421 genes with an adjusted R^2^ smaller than 0.2 in the Trendy fit (top left), 454 had an R^2^ > 0.2 for the polynomial fit (top right, highlighted in blue). However, of the 3,721 genes that have an adjusted R^2^ larger than the 0.2 cutoff in the Trendy fit (bottom left), there are 353 genes below 0.2 in the polynomial fit (bottom right, highlighted in blue).

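A polynomial of degree 5 was fitted to the same normalized mouse counts. Of the 7270 genes that were not dynamic by segmented regression, 450 had a polynomial adjusted R2 over 0.2, and of the 3872 dynamic genes 500 did not.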

Similarly, for the human time-course, we found 393 genes having an R^2^ > 0.2 in the polynomial fit (top right, highlighted in blue) out of the 8,425 genes that originally had an adjusted R^2^ smaller than 0.2 in the Trendy fit (top left). However, among the 4332 genes with an R^2^ above 0.2 in Trendy (bottom left), 442 of those genes had R^2^ < 0.2 in the polynomial fit (bottom right, , highlighted in blue).

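In human neural induction, 346 of the 7708 genes that were not dynamic had a polynomial adjusted R2 over 0.2, and 1112 of the 5049 dynamic genes did not. In the E8 control the counts were 206 of 7643 and 584 of 3475.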

Overall, we do not find evidence to support that polynomial modelling offers a significant advantage to capturing dynamic gene expression. In fact, the advantage of fitting a piece-wise linear model using Trendy is its flexibility to fit complex expression patterns, approximately as well as polynomial regression, while providing quantitative and practical summaries of expression patterns.

**Section 2. Choice of threshold for dynamic Trendy fit.**

Although Trendy provides a fit for all genes passing a mean expression threshold, not all fits are dynamic or good--as with any model. To identify genes that have dynamic gene expression across the time-course and to exclude genes that are constant or have noisy expression, we only consider genes having a Trendy fit with an adjusted R^2^ (goodness of fit) larger than a certain cut-off. Every experiment will have different levels of noise in the expression depending on technical factors, for example, sequencing depth and library quality. Thus, the optimal choice is experiment dependent.

To determine reasonable cutoffs that provided confidence in a gene’s dynamic trend without being overly restrictive we performed permutation procedures on each time-course experiment. For a given time-course, we shuffled the order of the samples 100 times and for each shuffle, we ran Trendy using the exact same parameter settings as on the original datasets for 100 randomly sampled genes. We evaluated the adjusted R^2^ distribution of the Trendy fits on the permuted data which represented the null hypothesis of no dynamics. Shown below are the distributions for the mouse and human differentiation experiments (note that we cut the axis at 1000). We chose an adjusted R^2^ of 0.2, as less than 1% of the genes in the human permutations achieved this threshold and we used the same parameter for both human and mouse.

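Shuffling the order of the libraries, 100 genes at each of 100 shuffles per course, gave an adjusted R2 over 0.2 in 0.95% of 10000 fits in mouse, 3.69% in human neural induction and 0.97% in the E8 control. All genes of a shuffle share its order of libraries, so the fits of 1 shuffle are not independent.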

Shown below are the distributions for the mouse and human week long time-courses in S4 Figure. We chose an adjusted R^2^ of 0.5 as less than 1% of permuted genes reached this value.

**Section 3. Choice of minimum segment length parameter.**

One of the main parameters for Trendy is the minimum number of segments required for a segment to be valid and used to prevent overfitting. Since the mouse and human time-courses were sampled at different frequencies 4min and 10min, respectively, then using the default value of segment length equal to 5 corresponds to requiring any initial segment to last at least 20 minutes in mouse and 50 minutes in human. As this may bias our ability to detect early changes in the human cells, we lowered the parameter of minimum segment length to 3 for the human time-course. A segment length of 3 corresponds to requiring a trend to last 30 minutes in human.

Although this is still not equal, we did re-run Trendy on a subset of the mouse time-course (every 3rd sample) such that sampling was effectively reduced to only every 12 minutes. The minimum segment length remained equal to 5 when running Trendy, and thus required a segment to be increasing for at least 60 minutes. As shown in S6 Figure, this does not affect our results regarding mouse cells having steeper segment slopes or earlier breakpoint times. The parameter setting and less frequent sampling does result in more genes appearing to show monotonic expression, however this is still fewer than observed in the human data requiring segments to only last 30 minutes (Figures B and E in S1 Figure).

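With every 3rd mouse library, starting from the 1st, 2nd or 3rd, 1249, 1510 and 1355 mouse genes kept 1 direction. Among dynamic orthologs 490, 605 and 521 did in mouse cells and 487, 714 and 724 in human cells.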

**Section 4. Detectable resolution of dynamic expression by Trendy**

We define a gene as being ‘immediately’ dynamic if its first segment identified by Trendy is significantly increasing or decreasing. Given the sampling rates of 4 and 10 minutes, along with the minimum segment length parameter set to 5 and 3 for mouse and human cells, respectively, the definition of ‘immediately’ dynamic corresponds to a gene’s expression increasing or decreasing at any point *within* the first 20 minutes for mouse cells or 30 minutes for human cells. Thus, any change in expression occurring within this initial time-frame is considered immediate. If no change in expression occurs for at least 20 or 30 minutes, the gene is considered as having ‘delayed’ dynamics.

Here, Trendy uses the nearby finely sampled time points to capture the expression dynamics of each gene. However, there are limitations. For example, if a gene has steady expression for 8 minutes in mouse cells and then begins increasing until 20 minutes, we still consider that an immediately dynamic gene. For a finer resolution examination between consecutive time-points Trendy (and any statistical method) would require additional biological replicates at all specific timepoints.

**Section 5. Scaling data to obtain comparable slope magnitudes.**

Differences in dynamic range for gene expression is unknown for mouse and human cells. Consider the scenario in which a gene’s maximal expression value is 100 in mouse and the maximal value in human is 1000. Even if the gene is dynamic for the same period of time, the slope in mouse would appear smaller due to the differences in dynamic range. For this reason, we scaled the expression across the time-course for each gene to be between zero and one. We ran Trendy on the raw normalized data and found that, as expected, the slope magnitudes are different; however, all other results are preserved. The same number of genes pass the adjusted R^2^ threshold, and the trends are all exactly identical in both mouse and human time-courses. The trendy fits on the raw and scaled expression data are available at <https://github.com/rhondabacher/RobotSeq>.

How the deposited data were processed for this re-analysis (not part of the article)

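RNA was sequenced from single wells of mouse epiblast stem cells (145 time points at steps of 4 min) and of human H1 cells (61 time points at steps of 10 min) over 600 min after a change to neural induction medium, and from H1 cells that received fresh E8 medium (61 time points). The 6 mouse libraries from 580 to 600 min carry the label replicate 2. According to the submitters' processing notes, reads were demultiplexed with bcl2fastq 2.17.1.14, aligned with bowtie to mm10 or hg19 gene models, and quantified with RSEM 1.2.3. The notes also state that mitochondrial genes were removed and that libraries needed at least 50% of reads aligned. The authors deposited expected counts and TPM per gene, rescaled without the mitochondrial genes. The tables hold 20308 mouse and 19084 human genes. Each human neural induction library has a column for each of 2 sequencing runs, which were summed, except the library of 450 min, which has 1 column without a run label. The settings with run 1 or run 2 alone therefore also leave out the library of 450 min.

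Total counts per library were 1382487 to 19889019 in mouse (median 7418590), 2759318 to 30122787 in human neural induction after summing (median 13570011) and 1910695 to 5513362 in the control (median 3151289). Run 1 held a median of 9885456 and run 2 one of 3816522 counts. Pearson correlations of the runs across genes, which are not independent replicates, were 0.988 to 0.997. Libraries under 25% of their course's median total were called low in total. Libraries of high scatter were those whose genes scattered about a running median of 7 time points by over 3 times the course's median scatter. They were the mouse libraries of 0, 4, 32, 128, 156, 260, 320, 356, 468 and 516 min and the human libraries of 370, 450 and 530 min, and no control library.

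The study's segmented regression was coded anew from its description, because Trendy was not used here. Expected counts were divided by median-ratio size factors, genes with a mean of at least 10 were scaled from 0 to 1, and 0 to 5 breakpoints were fitted from 8 starts each. The fit with the lowest Bayesian information criterion among those with at least 5 (mouse) or 3 (human) time points in each segment was kept, and genes with an adjusted R2 over 0.2 were called dynamic. A segment was called up or down when the lower tail of a t distribution with 1 degree of freedom was under 0.2. The choice of starts was calibrated after the data were seen against the mouse sheet of the paper's S2 Table. Of its genes 1375 were dynamic here, 81.5% of these had the same number of breakpoints, 68.1% had every breakpoint within 2 min and 92.9% had the same call of the first segment. Of the peak orthologs in the paper's S6 Table, 106 were peak orthologs here. Orthologs were pairs of mouse and human genes with the same symbol when case is ignored. Shifts are Hodges-Lehmann estimates. Intervals are 99% intervals over genes, with 2000 bootstrap draws for slopes, and permutation tests used 100000 draws. Those of differences of shares and of ratios of counts treat the species as independent, so for orthologs they do not use the pairing. Shares of genes have 95% Wilson intervals, which cover counting error only.

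For tests of change, expected counts were rounded to whole numbers and fitted with edgeR 4.0.16 (TMM, filterByExpr, robust quasi-likelihood test) with the hour of sampling as a factor of 10 levels. Hours 10 and 3 were each compared with hour 1, and differences of change between courses were tested as interactions on both courses together. Adjusted p-values are those of Benjamini and Hochberg, with a threshold of 0.05. Libraries of an hour are separate wells of 1 course at different minutes, so no test covers variation between experiments. Sets were tested with fry of limma 3.58.1, whose PValue tests one-way movement, and alternatives used DESeq2 1.42.0. Other software was R 4.3.3, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

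The 22 gene lists covered pluripotency, targets of Nodal, BMP, FGF-ERK, WNT and ATF4, early neural genes, immediate-early genes, cholesterol and fatty acid synthesis, heat shock, cold shock, metal response, hypoxia and glycolysis, the G1/S and G2/M phases, ribosomal proteins, fibroblast feeder cells, mesendoderm, trophoblast and nuclear RNAs, and 1 more whose result, like those of some single genes, is not reported here. They were written after the paper and its tables had been read. Genes named in the text are those the paper names, in each course the 10 largest rises and falls at hour 10 with a mean of at least 50 and the same direction in libraries of odd and even position, up to 4 members per list with the largest change that passed, the 10 peak orthologs with the highest lower adjusted R2, and the 10 largest differences of change in each interaction test. The study's values had been seen when this rule was written.

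Both methods were tested on simulated data with the depths of these courses. Simulated peaks were called in 97.0% to 100% of genes, and 0%, 1% and 0.6% of flat genes were called dynamic in mouse, human and control. The called peak times missed the true ones by medians of 12.25 to 32.1 min. All simulated peaks had the same height, all genes the same dispersion, and no library was given extra scatter, so real genes can be harder to fit. In shuffled human libraries 3.69% of fits passed the threshold. With edgeR, 4-fold changes were found in 100% of genes in each course, and 2-fold changes in 98% in mouse, 56% in human and 58% in the control. False calls were 10 of 181, 5 of 113 and 3 of 110.

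The alternatives set before were TMM or DESeq2 size factors, other filters on low expression, an adjusted R2 over 0.4, segment calls with the residual degrees of freedom, the log2 scale, run 1 or run 2 alone, libraries thinned to a common depth, leaving out libraries of low total or those labelled replicate 2, every 3rd mouse library, mouse libraries at the human minutes, odd or even libraries, the first and last 10 time points, TPM with limma and the DESeq2 test. Alternatives chosen after seeing the data left out the libraries of high scatter, the mouse libraries of 0 and 4 min, the human libraries of 450 and 530 min or the libraries of 0 min, refitted segments until they held the minimum of time points, and applied edgeR to mouse libraries at the human minutes. Intron counts, week-long courses, enrichment of ontology terms and transcription factor sites were not analysed here.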

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

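The tests of libraries of high scatter, of the low totals in the control, of transcript length and GC content, of run 2 alone for the ribosomal protein genes, and of other splits of the libraries were chosen after the results were seen.

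The change from hour 1 to hour 10 differed between human neural induction and the E8 control for 3708 genes, and between mouse and human neural induction for 2910 orthologs (interaction tests of edgeR). Neural induction had lower changes of MT1G (-8.96 on the log2 scale), MT1E (-8.95), MT2A (-6.10) and MT1X (-5.29) than the control. These are metallothionein paralogs, between which reads can be shared, and leaving out the libraries of 0 min gave -8.95 for MT1G. The count of MT1G in neural induction was 4.2 at 0 min, 60.9 to 82.1 in hours 2 to 7 and 7.2 in hour 10. Its fall there is thus one from libraries after 0 min and not from that of 0 min. Neural induction also had lower changes of HMGCS1 (-2.52) and INSIG1 (-2.22) and higher changes of LEFTY2 (3.53), LEFTY1 (3.37), ANXA1 (2.48) and the readthrough gene NME1-NME2 (2.14), whose reads are shared with NME1 and NME2. LEFTY2 in neural induction was 205.6 at 0 min and 223.1 in hour 10. HMGCS1 in neural induction was 11902 at 0 min, 34945 in hour 1 and 9841 in hour 10, so its fall is mostly one from libraries after 0 min. Of the genes of cholesterol synthesis, 20 had a lower change in neural induction, and of the ribosomal protein genes 59 had a higher one.

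Between the species, the change was lower in mouse cells for LEFTY1 (-9.97), LEFTY2 (-8.67), CPT1A (-5.48), SMAD7 (-5.47), TDGF1 (-5.43), ISG15 (-5.42), NODAL (-4.99), SFN (-4.79) and PMEPA1 (-4.40) and higher for CXCL12 (5.37). Of the Nodal targets 10 had a lower change in mouse cells, of the early neural genes 12 a higher one, and of the ribosomal protein genes 29 a lower one. For each of these contrasts, 40 splits of the same libraries were compared, the real one included, with fits of only those hours. The real split called the most genes in each, so that 1 of 40 was as large, the lowest share that 40 splits can give. Its groups are blocks of consecutive minutes, and those of the other splits are mixed. Any lasting difference between such blocks would also put the real split first, so the test cannot tell a response from such a difference. The real and the highest other counts were 3580 and 0 for mouse hour 10, 1486 and 0 for mouse hour 3, 5418 and 4797 for human hour 10, 760 and 0 for human hour 3, 2732 and 300 for control hour 10, 3064 and 783 for control hour 3, 5294 and 478 for human against control, and 2555 and 0 for mouse against human. The split of human hours 10 and 1 with 4797 genes kept 12 of the 13 libraries in their real places.

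Single libraries lay far from the others of their hour in 9 of 44 groups looked at, where chance gives about 1 in 20. At 0 min of human neural induction LEFTY1 (449.2) and LEFTY2 (205.6) were the highest of hour 1, and MT1G (4.2) and HMGCS1 (11902) the lowest. This library is labelled E8 before neural induction and the others of hour 1 were in induction medium, so it is not a stray library of a like group. At 0 min of the control RPS9 (929.7) and POU5F1 (3476) were the lowest of hour 1. LEFTY1 at 560 min of the control (129) was the highest of hour 10. The human library of 370 min had the lowest total of hour 7 (8757197), and the control library of 460 min the highest of hour 8 (3056005).

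Breakpoints gathered at a few minutes in each course. Without the libraries of low total, 74 human breakpoints were left between 450 and 460 min, so these libraries may account for the fullest bin. Libraries of high scatter do not account for all gathering, since without them the fullest bin still held 3.76 times the mean bin. In the control, which has no library of low total, the fullest bin held 4.31 times the mean bin. A shared response of the cells at these minutes stays open and was not tested.

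Human breakpoints came later than mouse breakpoints. With mouse libraries at the human minutes the shift was 213.8 min, which argues against the denser sampling in mouse as the cause. With run 2 alone, which also leaves out the library of 450 min, it was 199.6 min, which argues against the change of sample numbers of run 1 at 480 min. Without the libraries of high scatter it was 103.3 min (95.7 to 110.7), so these libraries may account for part of the shift and not for all of it. A difference between the species, between these cell lines or between their culture before 0 min stays open, with 1 course each.

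Ribosomal protein genes rose in human neural induction. With run 2 alone 52 rose, which argues against the sample numbers of run 1. Their median change less that of other genes of like transcript length and GC content was 0.17 on the log2 scale (0.07 to 0.26), against 0.45 without this correction. Each of the 75 genes had at least 20 other genes of like length and GC content. The corrected change lies above 0, but its interval reaches both sides of 50% of the uncorrected change, so how much of the rise is a bias of length or GC content cannot be told apart from a change of these genes. A response of the cells to the medium stays open.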

How the results depend on the processing

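The settings that left out libraries of high scatter, the mouse libraries of 0 and 4 min, the human libraries of 450 and 530 min or the libraries of 0 min, that refitted short segments, or that used mouse libraries at the human minutes in edgeR were chosen after the results were seen, and the others were planned. Of 466 values of the segmented regression under other settings, 403 kept their direction and their side of the threshold, as did 1738 of 1807 log2 fold changes of named genes, and 72 of 95 counts of edgeR stayed within 1.5 times. Later human breakpoints, first breakpoints and peaks, and steeper up slopes of mouse orthologs, kept their direction under each setting run. For the values below the cause was not tested, apart from fewer libraries or a stricter threshold where the setting names them.

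At an adjusted R2 over 0.4 there were 1345 dynamic genes in mouse, 2045 in human and 1174 in the control, 298 dynamic orthologs and 45 peak orthologs. The immediate share of orthologs then differed by -3.69 points, 16.6% of human genes were dynamic in the control and 45.6% of these opposite. The down slope ratio of peak orthologs was 0.931, the up slope ratio of all peak genes 1.53 and the correlation of peak times -0.17.

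With segment calls by the residual degrees of freedom, 49.0% were opposite, peak orthologs numbered 80.0, the down slope ratio was 0.504 and the correlation -0.0831. On the log2 scale, 34.1% of human genes were dynamic in the control and 46.5% opposite, the immediate peak share differed by 0.72 points for orthologs and 0.57 for all peak genes, and the correlation was -0.0667. With TMM the immediate peak share differed by -13.3 points and the correlation was -0.13, and with a mean of at least 50 the share differed by -13.9.

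With every 3rd mouse library, the immediate share of orthologs differed by -2.33 points from the 2nd, the ratio of orthologs that kept 1 direction was 0.99 and the share of all genes that did differed by 2.72 points (-0.17 to 5.61) from the 1st, peak orthologs numbered 85 and 98 from the 1st and 2nd, and the immediate peak share differed by -38.8, -36.7 and -16.4. The down slope ratio was 0.794 from the 3rd, and the correlation was 0.0232, 0.0717 and -0.15. With mouse libraries at the human minutes the immediate peak share differed by -16.4 points, the correlation was -0.0900, and edgeR called 2024 mouse genes at hour 10 and 1142 at hour 3. With human run 2 alone, and so without the library of 450 min, the immediate share differed by -2.27 points. Then 38.9% of human genes were dynamic in the control, and the correlation was -0.0422. Thinned to a common depth, the correlation was -0.10, and without libraries of low total -0.0247.

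Without libraries of high scatter the immediate share differed by 3.51 points for orthologs and 2.43 for all genes, peak orthologs numbered 256, the immediate peak share of all peak genes differed by 0.0676 and the share of genes first up at once by 2.91, and the correlation was -0.0548. Without the mouse libraries of 0 and 4 min these differences were 4.60, 0.94, -3.54 and -2.08 points. Without the human libraries of 450 and 530 min, the immediate share of orthologs differed by -2.08 points, the share first up at once by -2.06, and the correlation was -0.0882. Without the libraries of 0 min, the immediate share differed by 0.30 points for orthologs and -1.11 for all genes, and the share first up at once by -2.17. Then 39.7% of human genes were dynamic in the control and 62.3% of these opposite, the down slope ratio was 0.71 and 370.0 human genes changed at hour 3. With short segments refitted, 48.8% were opposite and the correlation was -0.0344.

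With the even libraries alone, edgeR called 2480 mouse, 993 human and 276 control genes at hour 10, 1617 mouse, 0 human (474 at an unadjusted p under 0.05; 574 with DESeq2 on all libraries) and 940 control genes at hour 3, 1240 genes between the human courses and 579 orthologs between the species. With the odd libraries alone it called 499 control genes at hour 10, 1973 mouse, 0 human (1283 unadjusted) and 730 control genes at hour 3, 2228 genes between the human courses and 1877 orthologs. The first and last 10 time points gave 2653 control genes. For human hour 3, DESeq2 called 574 genes, run 1 alone, which lacks the library of 450 min, 501, limma on TPM 149, the libraries without those of low total 444 and without those of high scatter 620. With limma on TPM the human changes at hour 10 were 923 up and 3201 down.

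Small changes can be missed in the human courses, whose hours hold 6 or 7 libraries against 13 to 15 in mouse: in simulated data 2-fold changes were found in 56% of genes in neural induction and 58% in the control, against 98% in mouse, and 1.5-fold changes in 8% of human genes. Each time point is 1 library of 1 course, so no value here measures variation between experiments.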

Differences from the paper's values

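The alternatives that left out libraries of high scatter, the mouse libraries of 0 and 4 min, the human libraries of 450 and 530 min or the libraries of 0 min, and that refitted short segments, were chosen after the values were seen.

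Of 55 values compared, 15 differed. The first breakpoint of orthologs came later in human cells by 206 min, where the paper's value is 177 min. The alternatives set before the data were examined that come within the error of the paper's value are an adjusted R2 over 0.4 (186.6 min), leaving out libraries of low total (168.7 min) and every 3rd mouse library (160.0, 174.4 and 165.8 min), and the others do not. Over all dynamic genes the interval of the shift was 208 to 222 min, and the paper's is 154 to 172 min. Leaving out libraries of low total gave 154 to 168.5 min, every 3rd mouse library from the 3rd gave an upper bound of 176.6 min, and the others did not close the gap.

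Before 60 min, 824 mouse breakpoints of 802 genes were found, where the paper's counts are 504 and 497. A mean of at least 50 (676 and 665), the log2 scale (700 and 681) and leaving out libraries of low total (579 and 563) bring them within 1.5 times the paper's. Human genes with a breakpoint before 60 min numbered 81, and the paper's count is 29, which no alternative set before reached. Human breakpoints before 100 min numbered 213, and the paper's count is 138. TMM (190.0), an adjusted R2 over 0.4 (149) and run 2 alone (176), which lacks the library of 450 min, are within 1.5 times of it.

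The share of orthologs that kept 1 direction was higher in human cells by 14.42 to 22.93 percentage points, and the paper's interval is 23.98 to 32.98, which no alternative set before reached. Over all genes the interval was 15.54 to 20.6, and the paper's is 25.5 to 30.9. Run 2 alone, which also leaves out the library of 450 min, gave 23.77 to 29.05. The others set before did not close the gap. The share of immediate genes over all genes differed by -9.25 to -5.96 points, and the paper's interval is -3.89 to -0.89. Leaving out libraries of low total (-4.21 to -1.26) and run 2 alone (-4.66 to -1.53) overlap it, with both ends within its error of 1.5 points. Both settings leave out the human library of 450 min. Of the dynamic human genes, 1112 had a polynomial adjusted R2 of 0.2 or less, and the paper's count is 442, with no alternative run.

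Among the alternatives chosen after seeing the values, leaving out libraries of high scatter gave a difference of 24.87 to 31.94 points for orthologs that kept 1 direction, 25.71 to 30.4 over all genes, and 423 mouse breakpoints of 401 genes before 60 min, and it drops 173 of the paper's dynamic orthologs, where 116 are not dynamic in both courses under the settings reported. Leaving out the human libraries of 450 and 530 min, likewise chosen after seeing the values, gave a shift of 170.5 min for first breakpoints, 145 to 161.4 min for all breakpoints, 22.64 to 27.71 points for genes that kept 1 direction, 20.29 to 28.61 points for orthologs and -3.33 to -0.43 for immediate genes, and drops 170 of them. Leaving out the mouse libraries of 0 and 4 min, chosen after seeing the values, gave a first shift of 176.0 min, 348 mouse breakpoints of 324 genes before 60 min and 18.46 to 26.39 points for orthologs, and drops 165. Leaving out the libraries of 0 min, chosen after seeing the values, gave a first shift of 163.7 min, 462 mouse breakpoints of 447 genes, 37 human genes before 60 min and -2.88 to 0.67 points for immediate genes, and drops 207. Refitting short segments, chosen after seeing the values, drops 63 and closes none of these gaps.

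The paper states that less than 1% of the genes in shuffled human libraries pass its threshold, and here 3.69% of fits did, with no alternative run. It shows Tia1 and names Sqstm1 among its peak orthologs, and neither was one here: Tia1 was called down until 208.0 min in mouse cells, and Sqstm1 was called down throughout. Sqstm1 was a peak ortholog on the log2 scale, with every 3rd mouse library from the 2nd or 3rd, without mouse replicate 2, with depth thinned, and with short segments refitted or without libraries of high scatter, the mouse libraries of 0 and 4 min or the libraries of 0 min, and Tia1 was one with short segments refitted, the last 4 settings being chosen after seeing the values. Among the others it shows or names, Traf3, Thbs1, Hltf, Myc, Jun, Atf4, Btg2 and Adm were peak orthologs here. In the paper's S1 Table the columns headed Dip and DelayDown hold the same genes, the column headed ImmediateOn holds genes down in both and that headed ImmediateOff genes up in both.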

Other observations

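The comparisons of adjacent libraries and of the 0 min libraries, and the counts of genes changed in a pair of courses, were chosen after the results were seen.

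In mouse cells, the fall of Nodal targets came with a rise of WNT targets at hour 3. At hour 10, 7 of 15 WNT targets were higher than in hour 1, 3 were lower and 5 did not pass (7 and 3 when adjusted over the list alone). Cdx2, a homeodomain factor of the posterior embryo, had a log2 fold change of 3.98 (standard error 0.41) at hour 3, and its fitted count was called down after 140.0 min. Lgr5 had one of 2.97 (standard error 0.37) at hour 3. Gbx2, a homeodomain factor of the midbrain and hindbrain, had one of 1.88 at hour 3. Of 13 mesendoderm genes, 9 fell and 1 rose at hour 10 (9 and 1 when adjusted over the list alone), and Eomes, a transcription factor of mesendoderm, had a log2 fold change of -4.67. Of 18 genes of hypoxia and glycolysis, 8 rose and 1 fell (10 and 1 when adjusted over the list alone), Bnip3 at 2.43 and Pdk1, a brake on pyruvate oxidation, at 1.25. In human cells 3 of 19 rose and 3 fell (3 and 3 when adjusted over the list alone). The cause was not tested.

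Among the 10 largest falls in mouse cells at hour 10 were those of Oasl2, an RNA sensor, and Isg15, a ubiquitin-like protein, with log2 fold changes of -5.78 and -4.78. No list of interferon-induced genes was tested. Of 27 immediate-early genes, 6 rose and 11 fell in mouse cells (7 and 12 when adjusted over the list alone), and Junb had a log2 fold change of -3.49. In human cells 2 rose and 7 fell (2 and 7 when adjusted over the list alone), and in the control 8 of 25 fell and 17 did not pass (8 fell when adjusted over the list alone).

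Among the remaining lists, 3 of 13 BMP targets rose and 5 fell in mouse cells at hour 10, 1 of 12 fell in human cells, and 2 of 8 rose in the control (the same counts when adjusted over the list alone). Of 15 heat shock genes, 7 rose and 5 fell in mouse cells, and 3 rose and 1 fell in human cells. In the control 5 of 14 rose (6 when adjusted over the list alone, and the mouse and human counts as over all genes). Both cold shock genes rose in human cells, and neither passed in mouse cells or the control. Of 7 trophoblast genes, 1 rose and 3 fell in mouse cells, and of 5 in human cells 1 rose. No member of the list of nuclear RNAs was in the tables. Fibroblast genes in human cells, grown without feeder cells, rose in 2 and fell in 1 of 15 cases. Whether the fibroblast transcripts of mouse cells came from feeder cells left after their removal by beads was not tested.

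Of 75 ribosomal protein genes, 24 fell and 1 rose in the control at hour 10 (32 and 1 when adjusted over the list alone), and 47 fell at hour 3 (60 when adjusted over the list alone; 13 with the odd libraries alone). In the control 1332 genes rose and 994 fell at hour 3, and 1704 and 509 with limma on TPM. Between mouse and human cells the change of ribosomal protein genes was lower in mouse cells for 29 of 74. The 10463 genes tested in mouse and human cells at hour 10 include 439 that rose in both, where independent lists would share 306.1, and 420 that fell in both (309.1). Between human neural induction and the control, 340 fell in the former and rose in the latter, where 140.1 would be shared, and 81 rose in both (138.9).

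The library of 0 min of human neural induction lay apart from the others of its hour. Its label is E8 before neural induction, and theirs is neural induction medium. Among 7719 human genes with a mean of at least 200, 183 differed by over 2-fold between 0 and 10 min and 2 between 10 and 20 min, with a median of 47 over the 59 later pairs and a highest of 2606 between 440 and 450 min. In mouse cells the first pair, which includes the library of low total at 4 min, had 2510 and the next pair 1435. The median of the 143 later pairs was 47 and the highest 2077, between 152 and 156 min. In the control the first pair had 15, with a median of 3 and a highest of 36 over the later pairs. At 0 min of human neural induction, cholesterol genes were the lowest of hour 1 in 23 of 24 cases (3.4 by chance), immediate-early genes in 19 of 22 (3.1), and ribosomal protein genes were the highest in 38 of 75 (10.7). ACSS2 was 68.5 at 0 min and 587.8 to 638.4 in the others of hour 1, and ID3 519.3 against 1307 to 2188. At 0 min of the control, a library that carries the same label, ribosomal protein genes were the lowest in 69 of 75 cases (10.7 by chance). The chance counts take the libraries of an hour as alike. A difference of a 0 min library cannot be told apart from the change of medium that followed, and the cause was not tested.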
